# Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain

**DOI:** 10.1371/journal.pgen.1008265

**Published:** 2019-07-23

**Authors:** Aldrin B. Lugena, Ying Zhang, Jerome S. Menet, Christine Merlin

## Abstract

The Eastern North American monarch butterfly, *Danaus plexippus*, is famous for its spectacular seasonal long-distance migration. In recent years, it has also emerged as a novel system to study how animal circadian clocks keep track of time and regulate ecologically relevant daily rhythmic activities and seasonal behavioral outputs. However, unlike in *Drosophila* and the mouse, little work has been undertaken in the monarch to identify rhythmic genes at the genome-wide level and elucidate the regulation of their diurnal expression. Here, we used RNA-sequencing and Assay for Transposase-Accessible Chromatin (ATAC)-sequencing to profile the diurnal transcriptome, open chromatin regions, and transcription factor (TF) footprints in the brain of wild-type monarchs and of monarchs with impaired clock function, including *Cryptochrome 2* (*Cry2*), *Clock* (*Clk*), and *Cycle-like* loss-of-function mutants. We identified 217 rhythmically expressed genes in the monarch brain; many of them were involved in the regulation of biological processes key to brain function, such as glucose metabolism and neurotransmission. Surprisingly, we found no significant time-of-day and genotype-dependent changes in chromatin accessibility in the brain. Instead, we found the existence of a temporal regulation of TF occupancy within open chromatin regions in the vicinity of rhythmic genes in the brains of wild-type monarchs, which is disrupted in clock deficient mutants. Together, this work identifies for the first time the rhythmic genes and modes of regulation by which diurnal transcription rhythms are regulated in the monarch brain. It also illustrates the power of ATAC-sequencing to profile genome-wide regulatory elements and TF binding in a non-model organism for which TF-specific antibodies are not yet available.

## Author summary

With a rich biology that includes a clock-regulated migratory behavior and a circadian clock possessing mammalian clock orthologues, the monarch butterfly is an unconventional system with broad appeal to study circadian and seasonal rhythms. While clockwork mechanisms and rhythmic behavioral outputs have been studied in this species, the rhythmic genes that regulate rhythmic daily and seasonal activities remain largely unknown. Likewise, the mechanisms regulating rhythmic gene expression have not been explored in the monarch. Here, we applied genome-wide sequencing approaches to identify genes with rhythmic diurnal expression in the monarch brain, revealing the coordination of key pathways for brain function. We also identified the monarch brain open chromatin regions and provide evidence that regulation of rhythmic gene expression does not occur through temporal regulation of chromatin opening but rather by the time-of-day dependent binding of transcription factors in *cis*-regulatory elements. Together, our data extend our knowledge of the molecular rhythmic pathways, which may prove important in understanding the mechanisms underlying the daily and seasonal biology of the migratory monarch butterflies.

## Introduction

Organisms have evolved daily and seasonal rhythms in behavior, physiology and metabolism that are driven by biological clocks to adapt to a temporally dynamic environment. The Eastern North American migratory monarch butterfly, *Danaus plexippus*, has emerged as a new system to study circadian clocks and their role in regulating daily and seasonal biology [1,2]. The sequencing of its genome [3], along with the development of CRISPR/Cas9-mediated reverse-genetics to generate monarch clock gene knockouts [4–6], have unlocked the potential of the monarch for studying animal clockwork mechanisms. Yet, in contrast to conventional model organisms like the fruit fly and the mouse, the identity of the genes expressed rhythmically over the course of the day and their *cis*-regulatory regions in the brain, the anatomical site driving daily rhythms in locomotor activity, remain unknown in the monarch system.

Migratory monarchs are famous for their iconic seasonal long-distance migration and the use of a sun compass that allows both fall migrants and spring remigrants to navigate to their respective destinations [7–13]. Circadian clocks are part of the monarch navigational toolkit as they time-compensate the sun compass output in the brain, enabling migrants and remigrants to maintain a fixed flight direction throughout the day [7–9,11,12]. These clocks may also contribute to the seasonal induction of the migratory physiology and behavior and the timing of their migration [2]. The molecular oscillator that drives monarch circadian rhythms has been deciphered and relies, similar to other eukaryotes, on a transcriptional-translational core feedback loop running with a period of ~24 hours. Interestingly, the monarch possesses a hybrid clock that contains a mammalian-like core feedback loop and a *Drosophila*-like entrainment pathway [14]. Heterodimers of the transcription factors CLOCK(CLK):BMAL1 drive the rhythmic transcription of the *cryptochrome 2* (*cry2*), *period* (*per*), and *timeless* (*tim*) genes [14,15]. Upon translation, CRY2, PER, and TIM form complexes that translocate back into the nucleus where CRY2, the orthologue of the mammalian CRY1 transcriptional repressor, inhibits CLK:BMAL1-mediated transcription [5,6,14,15]. Photic entrainment of the clock is similar to that found in the fruit fly, occurring through the circadian blue-light photoreceptor CRYPTOCHROME 1 (CRY1) and the CRY1-TIM pathway [14,16–18].

The molecular circadian clock does not just regulate the expression of core clock components. It also drives the rhythmic expression of thousands of transcripts in a tissue-specific manner such that physiological functions are tuned to optimally perform at the most appropriate time of the day. The genes rhythmically expressed in light:dark or constant dark conditions and the transcription factors (TFs) that regulate their rhythmic expression have been identified in different tissues of several organisms from insects to mammals [19–29]. However, their identity remains unknown in the monarch.

Given the potential of the monarch as a new genetic model to study how circadian clocks regulate daily and seasonal physiological and behavioral outputs, we aimed in this study at 1) identifying genes expressed rhythmically and under the control of circadian core clock components over the 24-hour light:dark cycle in the monarch brain, 2) identifying the *cis*-regulatory elements that contribute to rhythmic gene expression, and 3) characterizing the effect of clock disruption on *cis*-regulatory element accessibility and on the putative TFs that bind to them.

## Results

### Profiling of the diurnal transcriptome identifies rhythmic expression of core clock genes and clock output genes in the monarch butterfly brain

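RNA-seq libraries of wild-type monarch (*Danaus plexippus*) brains were made at ZT1, ZT4, ZT7, ZT10, ZT13, ZT16, ZT19 and ZT22 (Zeitgeber Time, in hours after lights on), with 2 libraries per time point and 3 brains pooled in each library. The sample labels give every replicate 1 as male and every replicate 2 as female. The authors mapped the reads with TopHat2 to assembly v3 of the monarch genome, keeping 1 location per read, and deposited for each library the FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) that Cufflinks gave each gene, with its 95% interval. The files hold no read counts. Between 6488395 and 9768700 reads were mapped per wild-type library according to the paper's S10 Table (median 7620596). The width of each interval gives back the reads behind a value. These sum to between 2848069 and 4456322 reads on genes per library (median 3362828). Dividing the reads behind each value by its FPKM and the mapped reads gave a length per gene. This length was nearly the same across libraries for 99.4% of expressed genes, so the values are scaled in proportion to the mapped reads. Across expressed genes and all libraries, the median half-width of the interval was 19.2% of the value, which covers counting error only and not the difference between pools of brains. A gene was taken as expressed when its FPKM was at least 3 in at least 1 wild-type library. For the tests below, values were transformed to log2(FPKM + 1), without further scaling between libraries, and a cosine and a sine of a 24-h period were fitted over the 16 libraries with limma (moderated F test, Benjamini-Hochberg adjustment over expressed genes). Adding 1 before the logarithm makes the fitted changes of genes with low FPKM smaller than their change in FPKM. A gene was called rhythmic at an adjusted p-value of 0.05 or less and a maximum/minimum FPKM of at least 1.3.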

To determine the genes expressed rhythmically in the brain that may regulate physiological and behavioral rhythms in the monarch butterfly, we profiled genome-wide gene expression in the brains of wild-type adults collected every 3 hours in a 15-hr light:9-hr dark (LD) cycle using RNA-sequencing, with two independent replicates per time point. LD conditions were chosen instead of constant dark conditions because they reflect natural environments that drive diurnal rhythms of monarch activity and the 15:9 LD regime was used because it is the ecologically relevant photoperiod experienced by summer reproductive monarchs, and the condition under which we maintain our colony in the laboratory. Expression levels for each gene were examined for rhythmic variation using RAIN [30] and MetaCycle [31], and genes with a maximum/minimum fold-change ≥ to 1.3 and an adjusted *p* value (*i*.*e*., corrected for multiple testing) ≤ 0.05, as defined by either method, were considered rhythmic (see Methods for details). Using these criteria, we identified 431 rhythmic genes with peaks of expression distributed throughout day and night in the monarch brain (Fig 1A; S1 and S2 Tables). 

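Harmonic regression on the same 16 libraries called 84 genes rhythmic, all of them among the 431 genes of S1 Table. Of the 431 genes, 381 had an unadjusted p-value under 0.05 in this test. The 431 FPKM profiles in S2 Table were identical to the deposited values. A test of replicate 1 or replicate 2 by itself called 2 and 1 genes. With the replicate number as a block, 97 genes were called in place of 84. Replicate 1 and replicate 2 libraries differed in the same way in different genotype-by-time groups to a small extent, with a mean correlation of 0.0347 between the replicate differences of 120 pairs of groups. Leaving out the ZT22 replicate 2 library gave 174 genes, the highest count of the 16 fits that each left out a library. This library held the highest value of 110 and the lowest value of 102 of the 431 genes. Among the 84 called genes, 44 had a fitted peak between ZT0 and ZT7.5, 20 between ZT7.5 and ZT15 and 20 in the dark phase. The 431 genes had 143 fitted peaks in the first of these intervals, 147 in the next and 141 in the dark phase. Using RAIN and MetaCycle, from which a gene needed to pass either, the paper states that its rhythmic genes peak throughout day and night.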

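Knockout brains were sequenced in the same way at ZT4, ZT10, ZT16 and ZT22, with 8 libraries per strain and 2 per time point, again 3 brains in each. Mapped reads in S10 Table ranged from 7194359 to 9893830 for *Cry2* knockouts (median 8579374) and from 7248552 to 10970905 for *Clk* knockouts (median 8588297). The deposited unit is FPKM as in wild-type. The share of mapped reads that lay on genes was 38.5% to 43.0% in *Cry2* knockouts and 32.3% to 44.9% in *Clk* knockouts, against 42.6% to 49.1% in wild-type. The lowest share belonged to *Clk* knockout ZT4 replicate 1, in which the median gene lay -0.35 log2 units from its wild-type mean. FPKM divides by all mapped reads, and the share was derived from the FPKM and their intervals. A smaller share on genes and lower values on average are thus the same observation. *Cry2* RNA (DPOGS208079) itself had an FPKM of 22.9 ± 0.667 (SD, n = 8) in *Cry2* knockouts and 25.6 ± 5.37 (SD, n = 8) in wild-type at the same times, a change of -0.13 on the log2 scale (standard error 0.085, adjusted p = 0.351 from limma), so its level does not by itself check the labels. The knockouts were compared with wild-type in 2 ways. Differential rhythmicity was tested as the genotype-by-harmonic interaction over 16 wild-type and 8 knockout libraries, with the moderated F test of limma adjusted within the 431 genes of S1 Table. Differences in level were tested over the 8 wild-type and 8 knockout libraries at the 4 shared times, with the time point as a factor. The time pattern is taken as the same in both genotypes, so a rhythm lost in the knockout adds to the standard error of this test. On simulated values, 200 of 431 genes lost a rhythm of 1 log2 unit from peak to trough, and the interaction test recovered 69.0% of them. The median fitted wild-type range of the 27 genes named here was 0.46 log2 units, and recovery at such ranges was not simulated.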

To determine whether the rhythmic expression of these genes was dependent on core clock genes, we also profiled genome-wide temporal expression patterns every 6 hours in 15:9 LD cycle in the brains of two monarch knockout strains bearing a non-functional circadian clock, lacking either a functional circadian activator CLK or a functional circadian repressor CRY2 [4,5]. 

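The genotype-by-harmonic interaction had an unadjusted p-value under 0.05 for 166 of the 431 genes of S1 Table in *Cry2* knockouts (38.5%), and for 307 of the 9981 other expressed genes (3.08%). In *Clk* knockouts it was 181 of the 431 genes (42.0%) and 688 of the 9981 others (6.89%). The share of the others depended on the scaling and on a library, in settings taken after seeing the data. It was 3.13% after quantile normalization, 3.14% after median-of-ratios scaling and 3.60% without *Clk* knockout ZT4 replicate 1. Fewer of the 431 genes passed the adjusted threshold in these settings as well. After Benjamini-Hochberg adjustment within the 9981 genes, 0 of them remained in either knockout. The wild-type libraries enter both the choice of the rhythmic genes and this comparison. To separate these steps, 431 genes were chosen by their rhythm p-value at ZT1, ZT7, ZT13 and ZT19 only and tested at the other 4 times. In *Cry2* knockouts 17 of them had an adjusted p-value of 0.05 or less, against 39 of 431 genes chosen on the tested wild-type libraries themselves. In *Clk* knockouts the numbers were 16 and 20. Over all expressed genes at these 4 times, 3.86% in *Cry2* knockouts and 3.63% in *Clk* knockouts had an unadjusted p-value under 0.05.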

An analysis of differential rhythmicity between rhythmic gene expression in wild-type and gene expression in clock-deficient mutants using DODR [32] revealed that the expression of most rhythmic genes in wild-type monarchs was affected in *Cry2* and *Clk* knockouts, and that this effect was significantly higher than background (calculated using genes arrhythmically expressed in brains of wild-type) (Fig 1B). Consequently, only genes with an adjusted p-value cutoff of ≤ 0.05 were considered in subsequent analysis. Under these stringent conditions, the expression of 126 and 163 rhythmic genes was respectively affected in *Cry2* and *Clk* knockouts (Fig 1B; S3 and S4 Tables), 72 of which overlapped in both datasets (Fig 1C; S5 Table). 

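Adjusted within the 431 genes, 79 were differentially rhythmic in *Cry2* knockouts and 126 in *Clk* knockouts (adjusted p-value of 0.05 or less, limma), of which 76 and 120 are in the paper's lists, and 47 were common to both knockouts. The fitted peak-to-trough range was smaller in the knockout for 76 of the 79 and 96 of the 126 genes. Its median fell from 0.82 to 0.23 log2 units among the genes called for *Cry2* knockouts, and from 0.55 to 0.34 among those called for *Clk* knockouts. Over all expressed genes the median fitted range was 0.19 in *Cry2* and 0.34 in *Clk* knockouts, near these knockout values. With the replicate number as a block, 95 and 147 genes were called. Quantile normalization between libraries gave 102 genes for *Cry2* and 93 for *Clk* knockouts. Keeping only the 4 shared times in wild-type left 22 and 19 genes. Ranks of the values within each gene gave 0 genes for *Cry2* knockouts and 57 for *Clk* knockouts, with 104 and 146 at an unadjusted p-value under 0.05. With each of the 24 libraries of a comparison left out in turn, the counts stayed between 57 and 142 for *Cry2* knockouts and between 84 and 167 for *Clk* knockouts. Reasoning from the difference between rhythmic genes and the arrhythmic background in DODR, the paper keeps the genes under its adjusted threshold as those affected by the loss of each clock component.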

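Fitted wild-type peaks were sorted into the first 7.5 h of the light phase, the second 7.5 h and the 9 h of darkness. Of the 126 genes in the paper's *Cry2* list, 38.9% peaked in the first interval, 37.3% in the second and 23.8% in the dark. For the 163 genes of the *Clk* list the shares were 64.4%, 23.9% and 11.7%, and for the 214 genes of S1 Table in neither list 15.0%, 37.9% and 47.2%. Among genes listed for a single knockout, 62 of 91 *Clk* genes (68.1%) and 6 of 54 *Cry2* genes (11.1%) peaked between ZT0 and ZT7.5 (two-sided Fisher's exact test, p = 1.1e-11). Genes are not independent replicates, so this p-value describes the lists only. The lists made here from the genes called rhythmic by harmonic regression held 12 of 15 and 0 of 12 genes in that interval. Scaling between libraries changed which genes were called. Among genes of S1 Table called for *Clk* knockouts by the interaction test, 67.5% peaked between ZT0 and ZT7.5 on the deposited values. This share was 55.9% after quantile normalization and 49.4% after median-of-ratios scaling, both taken only after seeing the data. Leaving out *Clk* knockout ZT4 replicate 1 gave 56.0%.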

Interestingly, while the expression of the rhythmic genes differentially regulated in *Cry2* knockouts peaked throughout the day, the genes differentially regulated in *Clk* knockouts mostly peaked during the first half of the light phase (Fig 1C).

**Fig 1:**
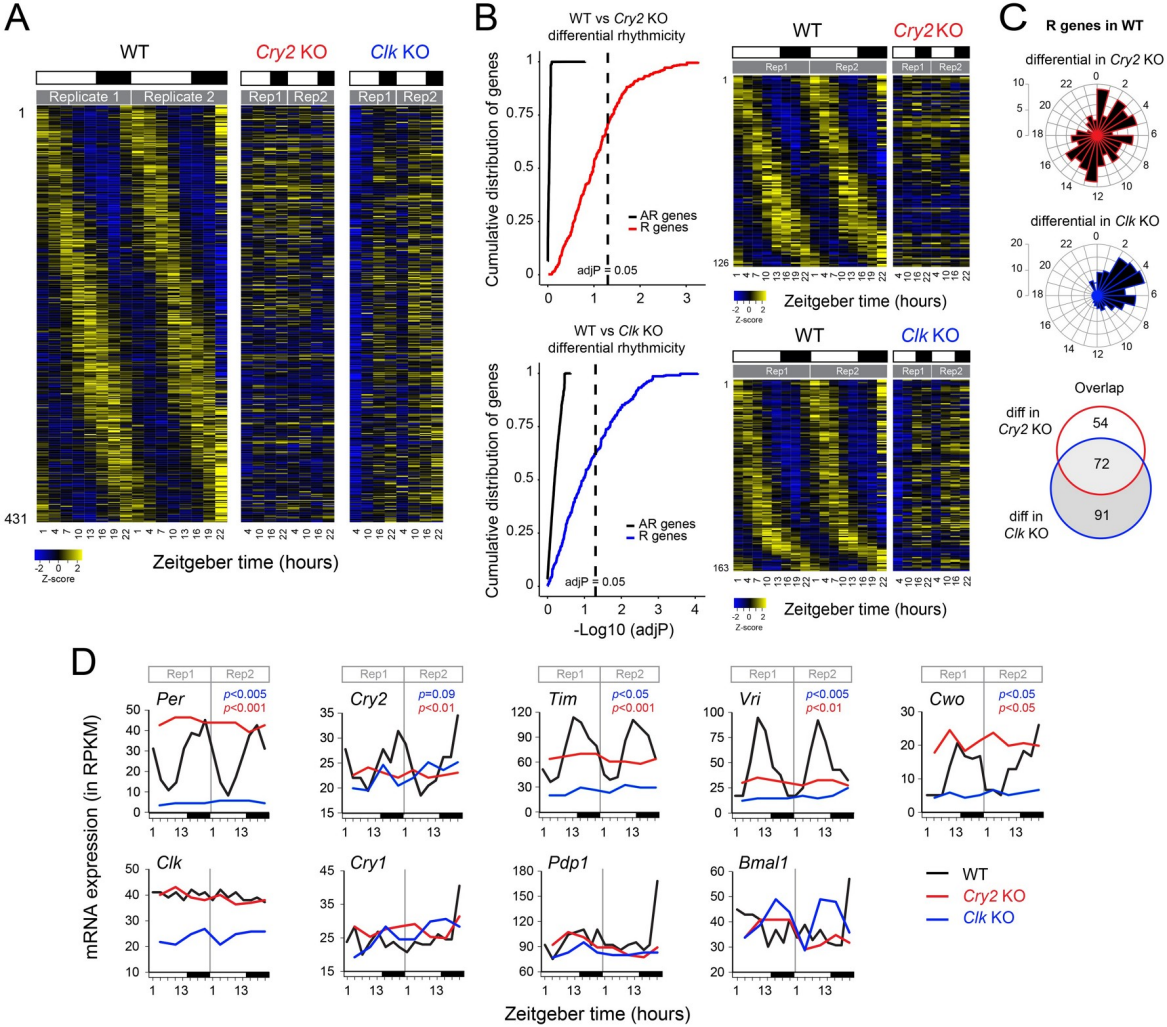
Twenty four-hour rhythms in mRNA abundance in the brain of monarch butterflies. A) *Top*, Heatmaps showing the relative RNA levels for genes rhythmically expressed in brains of wild-type, and their corresponding expression in brains of *Cry2* and *Clk* knockout monarchs, all entrained in 15:9 light:dark (LD) cycles. Z-scores of reads per base pair coverage are shown and plotted as heatmaps. Each column represents a single time point for a single replicate sampled over a 24-hour LD cycle starting at Zeitgeber Time (ZT) 1 in wild-type or ZT4 in *Cry2* and *Clk* knockouts. Two biological replicates are plotted consecutively. mRNAs are arranged by phase in wild-type and their order along the vertical axis is conserved for *Cry2* and *Clk* knockouts. White bars: light; black bars: dark. See S1 and S2 Tables for additional details. B) *Left*, Cumulative distributions of genes as a function of -Log10 of adjusted *p*-values (adjP) for differential rhythmicity in gene expression between wild-type and *Cry2* knockouts (*top*) and between wild-type and *Clk* knockouts (*bottom*). AdjP were obtained from p-values of the robust DODR [32] and corrected for multiple testing using the Benjamini-Hochberg method. Cumulative distributions for genes arrhythmic in wild-type (AR; black lines) are shown as a control. Dashed lines represent adjP = 0.05. *Right*, Heatmaps showing the relative RNA levels for genes rhythmically expressed in brains of wild-type found to be differentially expressed in brains of *Cry2* knockouts (*top*) and *Clk* knockouts (*bottom*). See S3 and S4 Tables for details. C) Phase plots showing the phase distribution of rhythmic mRNAs differentially regulated in *Cry2* and *Clk* knockouts identified in B (*top* and *middle*, respectively) and their overlap (*bottom*). D) RNA-seq temporal gene expression profiles of core clock genes in brains of wild-type, *Cry2* knockouts and *Clk* knockouts. For each gene and each genotype, the two biological replicates are plotted consecutively. Black line: wild-type; red line: *Cry2* knockout; blue line: *Clk* knockout. mRNA expression levels are expressed in reads per kilobase of transcript per million reads mapped (RPKM). *Per*, *period*; *Cry2*, *cryptochrome 2*; *Tim*, *timeless*; *Vri*, *vrille; Cwo*, *clockworkorange*; *Clk*, *clock*; *Cry1*, *cryptochrome 1*; *Pdp1*, *par domain protein 1*; *Bmal1*, *brain and muscle Arntl-like 1*. White bars: light; black bars: dark. See S1 Fig for qRT-PCR validation.

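*Per* (DPOGS203908, scaffold DPSCF300005 from 951403 to 967368 of assembly v3) had its highest mean FPKM at ZT19, 40.0 ± 2.90 (SD, n = 2), and its lowest at ZT7, 9.51 ± 1.69. The fitted rhythm had a peak-to-trough range of 1.88 log2 units (standard error 0.18), a peak at ZT18.9 (standard error 0.367 h) and an adjusted p-value of 9.5e-05 (limma). *Tim* (DPOGS214179, scaffold DPSCF300014 from 142094 to 150218) went from 37.0 ± 0.795 at ZT4 to 112 ± 2.46 at ZT13, with a range of 1.51 (standard error 0.12), a fitted peak at ZT15.6 and an adjusted p-value of 2.2e-05. The weakest rhythm of the 3 was that of *Cry2*, on scaffold DPSCF300282 from 74489 to 79584. Its FPKM was 19.9 ± 0.999 at ZT10 and 32.9 ± 2.34 at ZT22, with a range of 0.59 (standard error 0.089), a fitted peak at ZT21.2 and an adjusted p-value of 0.0075. About 394 reads per library lay behind the *Cry2* value at the median, 741 behind *Per* and 1731 behind *Tim*. All 3 genes were called with any 1 of the 16 libraries left out, with adjusted p-values of at most 0.0271. An umbrella rank test written in the manner of RAIN gave adjusted p-values of 0.0183 for *Per* and 0.0026 for *Tim*, and 0.0728 for *Cry2*, which it did not call, whereas a cosine rank test, applied to single genes only after seeing the data, did (0.0262).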

Among the rhythmic genes identified, we found the CLK:BMAL1 direct target core clock genes *Per* and *Tim*, which exhibited similar profiles to those previously shown by qPCR in wild-type monarch brains [5], as well as *Cry2* (Fig 1D). Some clock genes such as *vrille* (*Vri*) and *clockwork orange* (*Cwo*), whose products respectively function in *Drosophila* as a regulator of *clk* expression [33,34] and as a repressor of CLK-mediated activation [35–38], were also rhythmically expressed (Fig 1D). 

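The FPKM of *Vri* (DPOGS208606, scaffold DPSCF300052 from 257703 to 259229) rose from 17.3 ± 1.17 (SD, n = 2) at ZT1 to 93.6 ± 2.39 at ZT10, and the fitted range of 2.16 log2 units (standard error 0.25, adjusted p = 5.9e-04 from limma) was the largest of the 27 genes named here. *Cwo* (DPOGS209925, scaffold DPSCF300180 from 115531 to 130653) was lowest at ZT7 (4.89 ± 0.0169) and highest at ZT22 (21.1 ± 6.44), with a range of 1.79 (standard error 0.27, adjusted p = 0.0083). The ZT22 replicates of both genes were far apart. *Vri* had 16.9 in replicate 1 and 32.5 in replicate 2, and *Cwo* 16.6 and 25.7. Fitted peaks lay at ZT12.0 for *Vri* and ZT16.9 for *Cwo*, and no single library moved them by more than 0.315 h and 0.612 h. Both genes stayed under the threshold in all 16 fits that each left out a library. The umbrella rank test, with a permutation null, called *Vri* (adjusted p = 0.0061) but not *Cwo* (adjusted p = 0.251), as did the cosine rank test, applied here after seeing the data (0.0476 and 0.183).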

The rhythmicity and phase of *Per*, *Tim*, *Cry2*, *Vri* and *Cwo* expression in the brain of wild-type monarchs was confirmed by qRT-PCR on independent samples (S1 Fig), validating our RNA-seq data. The mRNA levels of other known clock genes did not however show cyclic expression in the monarch brain. This includes *Clk* and *Bmal1*, the blue-light photoreceptor *Cry1*, and the homologue of par domain protein 1 (*Pdp1*) that is required for behavioral rhythmicity in *Drosophila* [39] (Fig 1D).

If the rhythmic expression of core clock genes was solely controlled by the rhythmic activation of CLK:BMAL1, these genes would be predicted to be expressed at constitutively low levels in the absence of transcriptional activation (*i*.*e*., in *Clk* knockouts) and at constitutively high levels in the absence of transcriptional repression (*i*.*e*., in *Cry2* knockouts). As expected, we found that all clock genes rhythmically expressed in wild-type brains were expressed at constitutive low levels in the brain of *Clk* knockouts (Fig 1D). However, in the brains of *Cry2* knockouts, only *Per* and *Cwo* were found expressed at constitutive high levels (Fig 1D); *Vri* was expressed at constitutively low levels and *Tim* at mid-levels (Fig 1D), suggesting a complex regulation of their expression, either through the action of other factors on the regulation of their transcription or via post-transcriptional events.

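*Per* had a mean FPKM of 4.87 ± 0.719 (SD, n = 8) in *Clk* knockouts and 26.8 ± 12.9 (n = 8) in wild-type at the same times, and fell by 2.11 on the log2 scale (standard error 0.19, adjusted p = 9.7e-05 from limma). It was lower in all 8 matched pairs of libraries. *Tim* fell by 1.35 (standard error 0.14, adjusted p = 2.1e-04) to 27.0 ± 5.20, *Vri* fell by 1.19 (standard error 0.27, adjusted p = 0.0329) to 16.2 ± 3.43, and *Cwo* fell by 1.15 (standard error 0.20, adjusted p = 0.0083) to 5.34 ± 0.929. After median-of-ratios scaling the change of *Vri* was -1.13, with an adjusted p-value of 0.050005 (limma), just above the threshold. *Per*, *Tim* and *Cwo* stayed under it. Placed between the lowest (0%) and highest (100%) wild-type time-point means, *Per* lay at -15.2%, *Tim* at -13.4%, *Vri* at -1.45% and *Cwo* at 2.79%. *Cry2* lay at 20.05%, with an FPKM of 22.5 ± 2.32. Its difference in level from wild-type, -0.16 (standard error 0.090), did not pass the threshold (adjusted p = 0.351), and it was lower in 6 of the 8 pairs. Fitted ranges in *Clk* knockouts were 0.15 log2 units for *Per*, 0.48 for *Tim*, 0.19 for *Cry2*, 0.31 for *Vri* and 0.14 for *Cwo*. The interaction with genotype had adjusted p-values from 0.0010 for *Per* to 0.0443 for *Cry2*, which was called in 9 of the 24 fits that each left out a library.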

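On the scale that runs from the lowest (0%) to the highest (100%) wild-type time-point mean, *Per* in *Cry2* knockouts lay at 111% ± 7.64 (SD, n = 8 libraries) and *Cwo* at 97.7% ± 13.7. *Tim* lay at 36.4% ± 5.43, *Cry2* at 22.7% ± 5.13 and *Vri* at 17.6% ± 3.38. These SDs cover the knockout libraries only, and not the wild-type means that set the scale. With each wild-type library left out in turn, *Per* lay between 93.7% and 117%. *Cwo* lay between 76.3% without wild-type ZT22 replicate 1 and 127% without ZT22 replicate 2. On log2 values in place of FPKM, *Tim* moved to 49.5% and *Vri* to 33.4%. The FPKM of *Per* was 43.4 ± 2.33, higher than in wild-type by 0.82 on the log2 scale (standard error 0.19, adjusted p = 0.0189 from limma, higher in 7 of 8 matched pairs). *Cwo* was higher by 0.63, also in 7 of 8 pairs, but its adjusted p-value of 0.0637 did not pass the threshold (standard error 0.20). Mean levels of *Tim* (64.3 ± 4.07) and *Vri* (30.7 ± 2.58) were not distinguishable from the wild-type mean in this test, with adjusted p-values of 0.706 and 0.452. The standard errors of these level tests hold the wild-type rhythm that the knockout lacks, as well as the spread of replicates. None of these 5 genes kept more than a small part of its range, at most 0.28 log2 units for *Vri*. The interaction with genotype gave adjusted p-values of 2.1e-04 for *Per*, 6.0e-05 for *Tim*, 0.0096 for *Cry2*, 0.0056 for *Vri* and 0.0116 for *Cwo*, each under the threshold in all 24 fits that left out a library. From the mid and low levels of *Tim* and *Vri*, the paper proposes a complex regulation by other factors or after transcription.

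**Figure D1:**
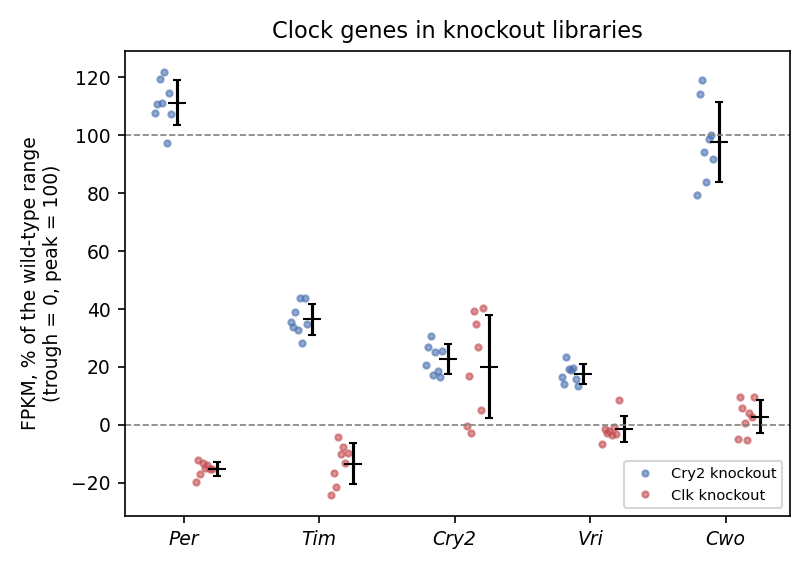
FPKM of 5 clock genes in each of the 8 *Cry2* knockout and 8 *Clk* knockout libraries, as a percent of the range between the lowest (0) and highest (100) wild-type time-point means, marked by dashed lines. Bars are the mean and SD of the 8 libraries, and do not cover the spread of the wild-type means that set the scale. In *Cry2* knockouts *Per* and *Cwo* sit near or above the upper line, and the other 3 genes between the lines.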

Similar to rhythmic transcriptome analysis in brains of two other insects, *Drosophila* and the mosquito *Anopheles gambiae* [21,40–42], we found that rhythmic genes in the monarch brain belong to diverse biological processes that include transmembrane transport, several metabolic processes, and regulation of DNA binding (S2 Fig; S6 Table). KEGG pathway enrichment analysis further revealed that besides circadian rhythms, glycolysis, the biosynthesis of amino acids, carbohydrate metabolism, and other metabolic pathways were among the most enriched rhythmic pathways in the monarch brain (S2 Fig; S7 Table).

### Genes involved in glucose metabolism show coordinated rhythmic expression in the monarch brain

Rhythmic expression of genes involved in metabolic pathways are thought to temporally orchestrate metabolic processes over the course of the 24-hour day [43,44]. In the monarch brain, we found that many genes encoding key enzymes and regulatory proteins involved in glucose metabolism, which is essential to fuel basic brain physiology, were expressed rhythmically (Fig 2A and 2B). 

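For 16 genes of trehalose, glucose and glycogen metabolism that Fig 2 names, the fitted wild-type range lay between 0.17 and 1.59 log2 units, with a median of 0.44. Harmonic regression had an unadjusted p-value under 0.05 for 14 of them and called 6 after adjustment over all expressed genes. The wild-type ZT22 replicate 2 library held the highest value of 5 of the 16 genes, and without it 12 were called. Ranks gave 2 calls with the umbrella test and 6 with a cosine test written in the manner of JTK, a part of MetaCycle, and applied to these genes after seeing the data. For 14 of the genes the median 95% interval of a value was at most ± 11.1%. The exceptions were the trehalose transporters, where it was ± 73.2% for *Tret1-1* and ± 31.6% for *Tret1-2*.

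**Figure D2:**
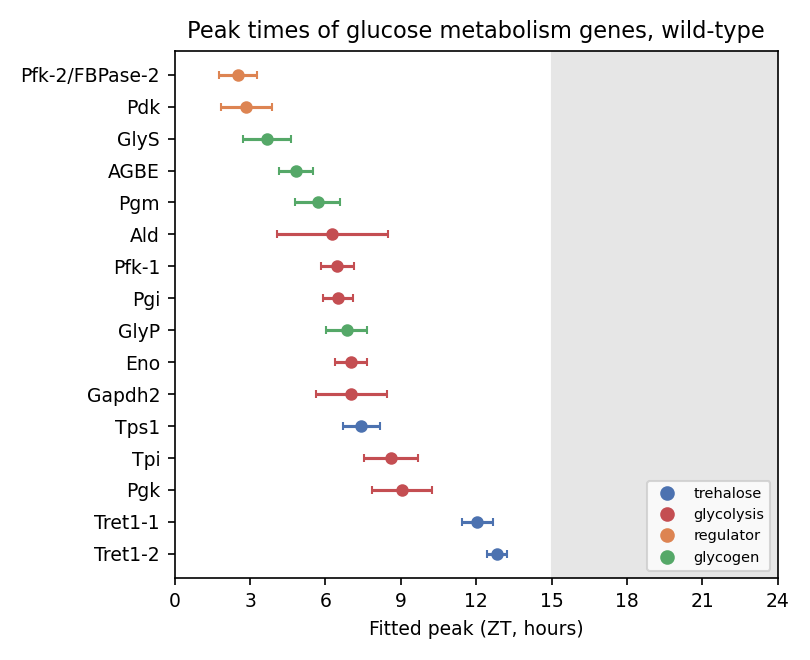
Fitted peak time (points) with its standard error (bars) for 16 genes of glucose metabolism over the 16 wild-type libraries, in hours of Zeitgeber Time, with the dark phase shaded. Colors mark the pathway. All peaks lie in the light phase, and the trehalose transporters peak last.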

Two trehalose transporters, Tret1-1 and Tret1-2, which act in glial cells to uptake trehalose (the main metabolite supplying energy in insects) and provide the brain with energy and protection from neurodegeneration [45], were rhythmically expressed with a peak of expression during the day (Fig 2B and 2C). 

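*Tret1-1* (DPOGS215159) and *Tret1-2* (DPOGS215160) lie next to each other on scaffold DPSCF300348, from 125923 to 129715 and from 142752 to 146933. *Tret1-2* had a mean FPKM of 12.7 ± 0.712 (SD, n = 2) at ZT13 and 3.30 ± 0.483 at ZT1, with a fitted range of 1.59 log2 units (standard error 0.17), a peak at ZT12.8 and an adjusted p-value of 2.4e-04 (limma). *Tret1-1* reached 18.5 ± 6.31 at ZT13 and was lowest at ZT22 (6.55 ± 1.06). Its fitted range was 1.39 (standard error 0.23), with a peak at ZT12.0 and an adjusted p-value of 0.0150. Few reads lay behind these values, about 7.5 per library for *Tret1-1* and 40.0 for *Tret1-2* at the median. *Tret1-1* was called in 15 of the 16 fits that each left out a library, and *Tret1-2* in all of them. The permutation rank test in the manner of RAIN called neither gene, with adjusted p-values of 0.166 for *Tret1-1* and 0.0729 for *Tret1-2*, and a cosine rank test, applied here after seeing the data, called *Tret1-2* (0.0121) but not *Tret1-1* (0.0774).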

To provide the brain with energy and nurture neurons, trehalose must be metabolized through glycolysis, which is toxic in neurons [46] but essential in glia [45]. 

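Across *Pfk-1*, *Pgi*, *Ald*, *Tpi*, *Gapdh2*, *Pgk* and *Eno*, fitted wild-type peaks ran from ZT6.28 (*Ald*) to ZT9.05 (*Pgk*), a span of 2.78 h. Standard errors of the peak times were between 0.583 h and 2.20 h, and differences between the 7 peaks were not tested. Replicate 1 alone gave a span of 1.62 h and replicate 2 alone 5.10 h. Without the ZT22 replicate 2 library the span was 1.57 h, and it reached 3.58 h without ZT1 replicate 2. Of the 7 genes, 3 passed the adjusted threshold in harmonic regression.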

Consistent with the idea that glial glycolysis is rhythmically regulated upon conversion of trehalose to glucose, several genes involved in glycolysis were also rhythmically expressed with peaks of expression within a 4-hr window in the middle of the day (Fig 2B and 2C). These included genes encoding (i) the enzyme involved in the rate-limiting step of glycolysis, 6-phosphofructokinase (*Pfk-1*), and (ii) other enzymes in the glycolytic pathway such as phosphoglucose isomerase (*Pgi*), aldolase (*Ald*), triose phosphate isomerase (*Tpi*), glyceraldehyde 3 phosphate dehydrogenase 2 (*Gapdh2*), phosphoglycerate kinase (*Pgk*), and enolase (*Eno*) (Fig 2A and 2B). 

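Among the glycolytic genes, *Pgi* (DPOGS210295) had a mean FPKM of 91.3 ± 0.835 (SD, n = 2) at ZT7 and 58.8 ± 1.12 at ZT19, with a fitted range of 0.47 log2 units (standard error 0.072, adjusted p = 0.0083 from limma). *Eno* (DPOGS207764) went from 315 ± 18.7 at ZT19 to 436 ± 9.71 at ZT7, a range of 0.35 (standard error 0.057, adjusted p = 0.0136). *Pfk-1* (DPOGS203810), with 59.2 ± 0.608 at ZT19 and 82.3 ± 0.322 at ZT7, had a range of 0.46 (standard error 0.080, adjusted p = 0.0262) and was called in 9 of the 16 fits that left out a library, against 16 for *Pgi* and 14 for *Eno*. The other 4 genes did not pass, with adjusted p-values of 0.333 for *Tpi* (DPOGS200089), 0.448 for *Pgk* (DPOGS213064), 0.611 for *Gapdh2* (DPOGS215460) and 0.818 for *Ald* (DPOGS206959). In each of these 4 the ZT22 replicates stood apart. Replicate 1 and replicate 2 had 317 and 182 FPKM for *Tpi*, 168 and 93.9 for *Pgk*, 918 and 1124 for *Gapdh2* and 311 and 446 for *Ald*. Without ZT22 replicate 2 the adjusted p-values were 0.0669, 0.0218, 0.0065 and 0.0202, and of the 4 only *Ald* was called, since the maximum/minimum of *Pgk* and *Gapdh2* then fell under 1.3.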

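*Pfk-2/FBPase-2* (DPOGS215489) and *Pdk* (DPOGS210186) had fitted peaks 0.324 h apart (standard error 1.26 h), at ZT2.53 and ZT2.85. Their FPKM correlated over the 16 wild-type libraries, with a Pearson's r of 0.907 (permutation p = 1.0e-05, the smallest that 100000 resamples can give) and a Spearman's rho of 0.918 (permutation p = 2.0e-05). Adjusted for the 2 gene pairs tested in this way, these were 2.0e-05 and 4.0e-05. Within replicate 1 r was 0.929 and within replicate 2 it was 0.972 (exact permutation p = 3.2e-04 for each, n = 8). With values centered on each replicate, as a block, r was 0.936. Leaving out the 2 libraries farthest from the median of *Pfk-2/FBPase-2* gave 0.910. Taken one at a time the rhythms did not pass the adjusted threshold. The range was 0.63 log2 units (standard error 0.13, adjusted p = 0.0638 from limma) for *Pfk-2/FBPase-2* and 0.40 (standard error 0.11, adjusted p = 0.259) for *Pdk*. Quantile normalization brought *Pfk-2/FBPase-2* under it (adjusted p = 0.0315).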

Interestingly, genes encoding two regulatory proteins, 6-phosphofructo-2-kinase/Fructose 2,6 biphosphatase (*Pfk-2/FBPase-2*), which activates Pfk-1 to increase the glycolytic rate, and pyruvate dehydrogenase kinase (*Pdk*), which inhibits the activity of pyruvate dehydrogenase blocking the entry of pyruvate into the TCA cycle, were found to cycle in phase with one another (Fig 2B and 2C). These results strongly suggest that pyruvate catabolism is inhibited in phase with the regulation of glycolysis in glia.

**Fig 2:**
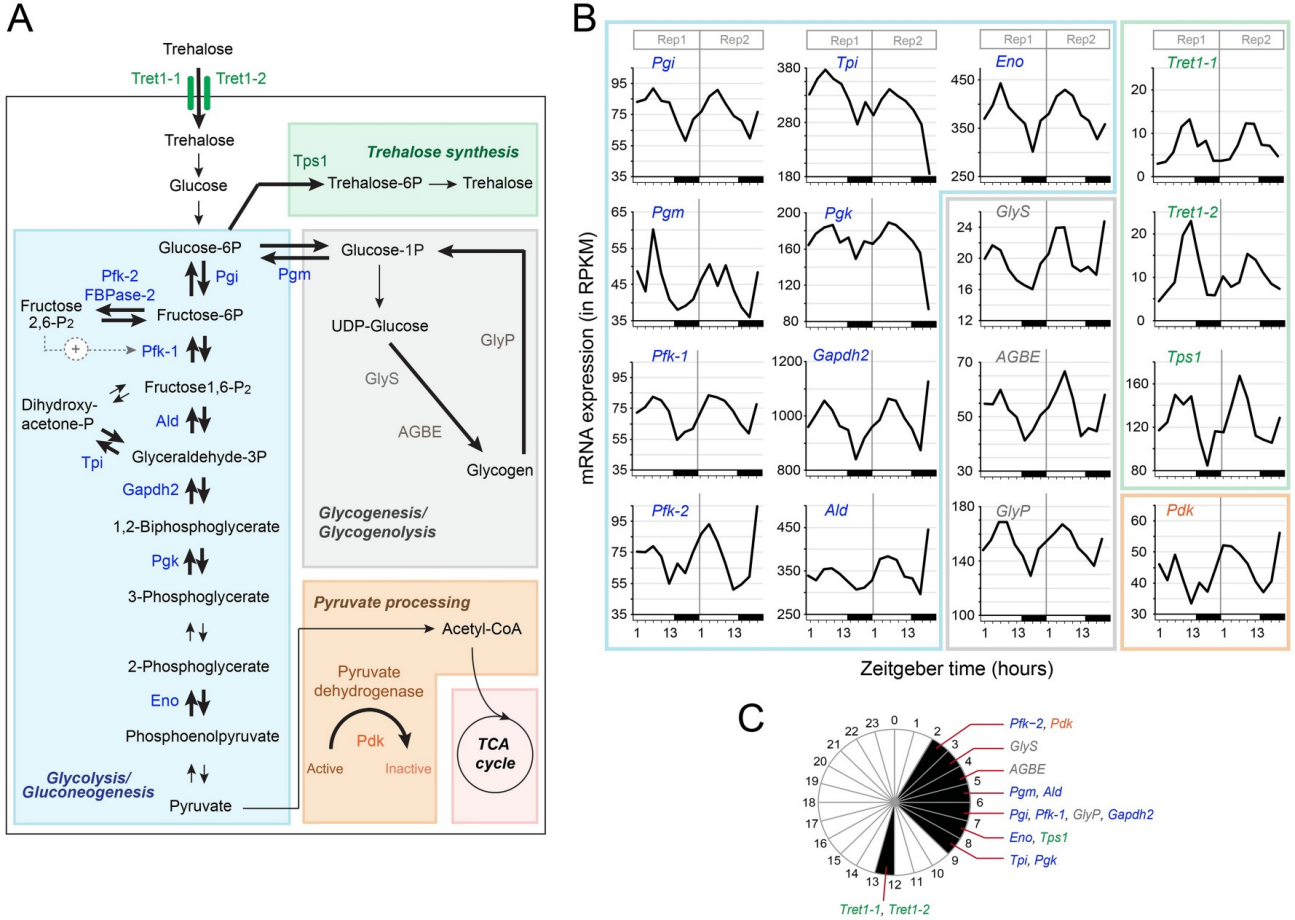
Coordinated rhythmic expression of key genes of the trehalose, glucose and glycogen metabolism pathways in the monarch brain. A) Key steps in trehalose transport and synthesis, glycolysis/gluconeogenesis, glycogenesis/glycogenolysis, and pyruvate processing pathways, and enzymes expressed rhythmically in the monarch brain (shown in color and bolded arrows). *Tret1*, *trehalose transporter* (*Tret1-1*, DPOGS215159; *Tret1-2*, DPOGS215160); *Tps1*, *trehalose-6-phosphate synthase* (DPOGS212595); *Pgi*, *phosphoglucose isomerase* (DPOGS210295); *Pfk-2/FBPase-2*, *6-phosphofructo-2-kinase/fructose 2*,*6 biphosphatase* (DPOGS215489); *Pfk-1*, *6-phosphofructokinase* (DPOGS203810); *Ald*, *aldolase* (DPOGS206959); *Tpi*, *triose phosphate isomerase* (DPOGS200089); *Gapdh2*, *glyceraldehyde 3 phosphate dehydrogenase 2* (DPOGS215460); *Pgk*, *phosphoglycerate kinase* (DPOGS213064); *Eno*, *enolase* (DPOGS207764); *Pdk*, *pyruvate dehydrogenase kinase* (DPOGS210186); *GlyS*, *glycogen synthase* (DPOGS214402); *AGBE*, *1*,*4-alpha-glucan branching enzyme* (DPOGS215494); *GlyP*, *glycogen phosphorylase* (DPOGS205027); *Pgm*, *phosphoglucose mutase* (DPOGS209508). B) Temporal expression profiles of the corresponding enzymes in the brain of wild-type monarchs in 15:9 LD. Two biological replicates are plotted consecutively. White bars: light; black bars: dark. See S1 Fig for qRT-PCR validation. C) Phase plot showing the expression of the genes in B in 1-hour bins.

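*GlyS* (DPOGS214402) had a mean FPKM of 22.8 ± 1.58 (SD, n = 2) at ZT4 and 16.98 ± 1.34 at ZT19, with a fitted range of 0.38 log2 units (standard error 0.094) and a peak at ZT3.67. *AGBE* (DPOGS215494) went from 43.6 ± 3.22 at ZT16 to 63.3 ± 4.74 at ZT7 and peaked at ZT4.83, with a range of 0.45 (standard error 0.082). *GlyP*, the glycogen phosphorylase gene (DPOGS205027), had 168 ± 1.40 at ZT7 and 132 ± 5.78 at ZT19, a range of 0.26 (standard error 0.057) and a peak at ZT6.84. Adjusted p-values from limma were 0.205, 0.0322 and 0.103, so *AGBE* was the only one called by harmonic regression. The cosine rank test, with a permutation null and applied here after seeing the data, called *GlyP* (0.0118) but not *AGBE* or *GlyS* (both 0.118), and quantile normalization left *GlyP* at 0.0071, *AGBE* at 0.0114 and *GlyS* at 0.120. *AGBE* was called in 5 of the 16 fits that each left out a library. Without the ZT22 replicate 2 library all 3 passed, at 0.0194, 0.0035 and 0.0054.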

Among genes expressed rhythmically with a peak of expression in the middle of the day, we also found three mRNAs of key players of glycogenesis/glycogenolysis, glycogen synthase (GlyS) and 1,4-alpha-glucan branching enzyme (AGBE), which generate highly branched glycogen molecules to store glucose for quick energy use, and glycogen phosphorylase, the rate-limiting step in glycogenolysis (Fig 2A, 2B and 2C). Interestingly, phosphoglucose mutase (Pgm), which links glycolysis to glycogenesis (Fig 2A), also cycled in a phase similar to those of genes regulating both pathways (Fig 2B and 2C). 

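The fitted peak of *Pgm* (DPOGS209508) was at ZT5.69 with a standard error of 0.901 h, and differences from the peaks of the other glycogen genes were not tested. Its FPKM was 52.4 ± 11.0 (SD, n = 2) at ZT7 and 37.5 ± 2.27 at ZT19. The range was 0.40 log2 units (standard error 0.094), with an adjusted p-value of 0.165 from limma, an unadjusted p-value of 0.0026 and an adjusted p-value of 0.0361 without the ZT22 replicate 2 library.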

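*Tps1* (DPOGS212595, scaffold DPSCF300245 from 216709 to 223023) was measured with a median of 1727 reads per library. Its FPKM fell from 158 ± 12.3 (SD, n = 2) at ZT7 to 95.2 ± 14.7 at ZT19. Harmonic regression gave a range of 0.55 log2 units (standard error 0.11), a fitted peak at ZT7.43 and an adjusted p-value of 0.0556 (limma), just above the threshold. After quantile normalization it was 0.0170 and the gene was called.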

Finally, a gene involved in *de novo* synthesis of trehalose, *trehalose 6-phosphate synthase* (*Tps1*) was also rhythmically expressed in the monarch brain with a peak of expression during the day (Fig 2A, 2B and 2C), suggesting a possible local rhythmic synthesis of trehalose.

Importantly, the rhythmicity of the genes encoding key enzymes in glycolysis and glycogenesis appeared to be under the regulation of core clock components as their daily rhythms were, for the most part, disrupted in the brains of *Cry2* and *Clk* knockouts (S3 Fig). 

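Over the 16 genes of glucose metabolism, the median fitted range was 0.44 log2 units in wild-type, 0.097 in *Cry2* knockouts and 0.31 in *Clk* knockouts. Every gene had a smaller range in *Cry2* knockouts than in wild-type, and 13 of the 16 had one in *Clk* knockouts. The genotype-by-harmonic interaction passed its threshold for 2 genes in *Cry2* knockouts, *Tret1-2* (adjusted p = 0.0094 from limma) and *Eno* (adjusted p = 0.0355), and for 10 in *Clk* knockouts. The smallest adjusted p-values of the latter were 0.0020 for *Pgi* and *Pgm*, and 0.0021 for *AGBE*. *Tret1-1*, *Ald*, *Tpi*, *Gapdh2*, *Pgk* and *Pfk-2/FBPase-2* did not pass in *Clk* knockouts, with adjusted p-values from 0.0767 to 0.730. With the replicate block *Tpi* passed there, at 0.0498 against 0.0994 without it. Quantile normalization changed these counts to 8 in each knockout. The paper's lists hold 12 of the 16 genes for *Cry2* and 15 for *Clk* knockouts, and from the profiles in S3 Fig the paper proposes that core clock components regulate these rhythms.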

Together, our data provide evidence of a tight coordination in the temporal expression of genes involved in glucose metabolism in the insect brain, likely optimizing the timing at which energy substrates are produced to fuel the neurons and sustain their daily activities.

### Daily control of gene expression of neurotransmitters and GPCR signaling

Brain neuronal activity and communication within neural networks, which ultimately regulates physiology and behavior, occur via neurotransmission and G- protein coupled receptor (GPCR) signaling. In *Drosophila* and mammals, circadian rhythms are regulated by a number of neurotransmitters, neuropeptides and corresponding receptors that are under circadian clock control to temporally relay information across the clock network [47–51]. Not surprisingly, genes involved in cholinergic, glutamatergic, GABAergic and GPCR signaling were also found rhythmically expressed in the monarch brain (Fig 3). However, we noted interesting features of regulation of gene expression consistent with a temporal separation of chemically antagonistic processes.

**Fig 3:**
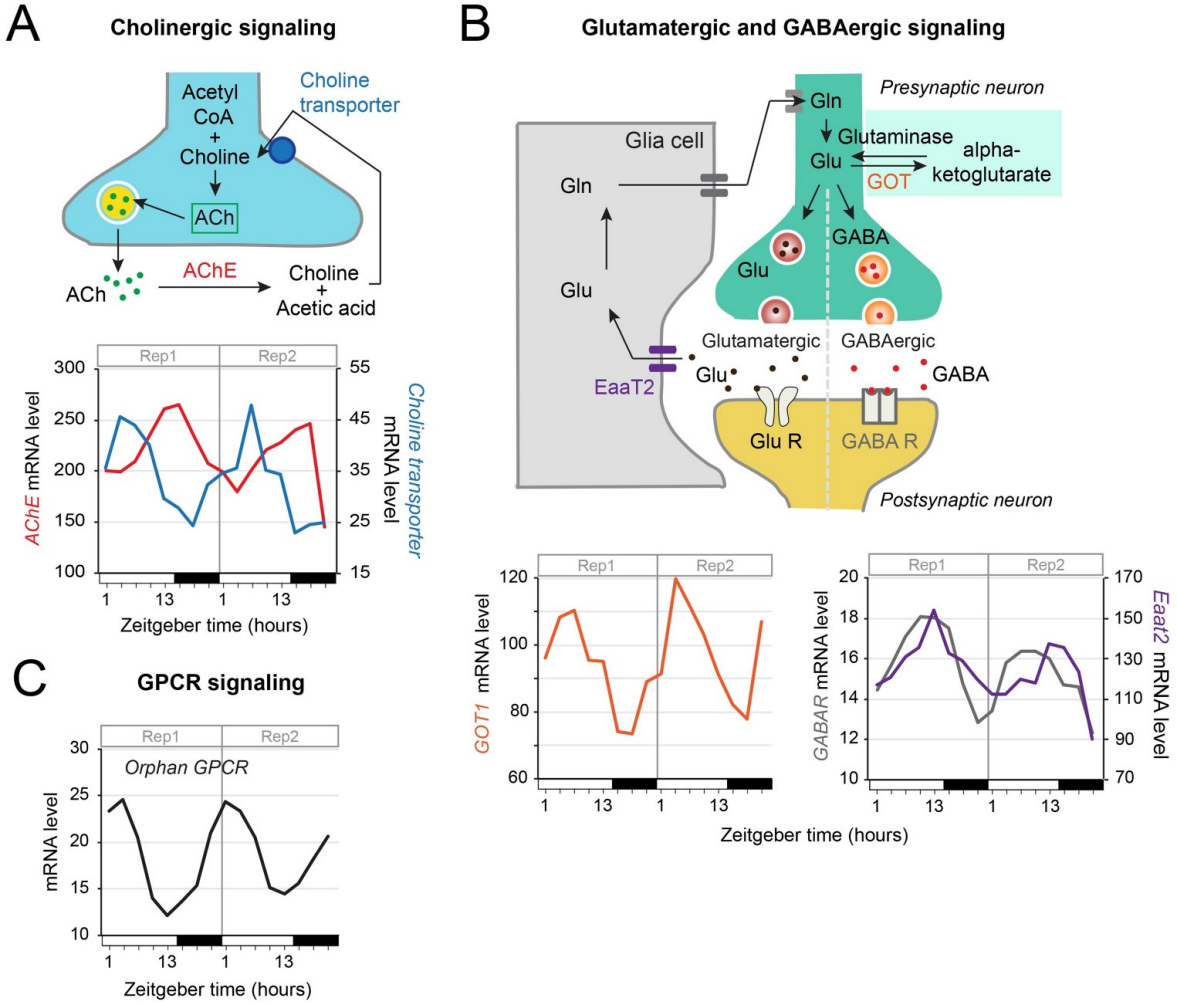
Diel rhythmic expression of genes involved in cholinergic, glutamatergic, and GABAergic neurotransmission, and GPCR signaling in the monarch brain. A) The neurotransmitter acetylcholine (ACh), synthesized from acetyl-CoA and choline, is released by presynaptic terminals to modulate the activity of target neurons [52]. In the synaptic cleft, acetylcholinesterase (AChE) breaks down ACh into acetate and choline, which is transported back into the presynaptic terminal through choline transporters. Antiphase rhythmic expression of *AChE* (DPOGS202609) and *choline transporter-like* (DPOGS213114) in 15:9 LD is shown. White bars: light; black bars: dark. B) Glutamate (Glu), the major excitatory neurotransmitter in the brain, is synthesized from glutamine (Gln) by glutaminase, and can be converted into alpha-ketoglutarate, an intermediary metabolite in the tricarboxylic acid cycle, by glutamate oxaloacetate transaminase (GOT). Glu is released by glutamatergic neurons to increase the neuronal excitability of post-synaptic neurons via glutamate receptors (GluR). Excess glutamate at the synapse is recycled by glial cells. Glu is taken up by these cells through an excitatory amino acid transporter (Eaat) and converted to Gln, which is then transported back into neurons [100]. In GABAergic neurons, the neurotransmitter GABA is synthesized from glutamate and released into the synaptic cleft where it inhibits the neuronal activity of post-synaptic neurons through its action on GABA receptors (GABAR). Rhythmic temporal expression of *GOT1* (DPOGS202178), *GABAR* (DPOGS204494) and *Eaat2* (DPOGS202815) are shown. C) Rhythmic control of a G-protein coupled receptor (GPCR) of unknown function (DPOGS205549) in the monarch brain. See S1 Fig for qRT-PCR validation.

mRNAs encoding acetylcholinesterase (AChE), the enzyme that breaks down acetylcholine (ACh) released by presynaptic terminals to decrease Ach signaling [52], and the choline transporter, which transports choline in the presynaptic terminal for the synthesis of ACh, were expressed rhythmically in anti-phase to one another (Fig 3A). 

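Over the 16 wild-type libraries, the FPKM of *AChE* (DPOGS202609) and of the choline transporter (DPOGS213114) had a Pearson's r of -0.277 (permutation p = 0.303) and a Spearman's rho of -0.459 (permutation p = 0.0758), and adjustment for the 2 pairs of genes tested left both p-values as they were. Within replicate 1 r was -0.630 (exact permutation p = 0.0985, n = 8) and within replicate 2 it was -0.147 (exact permutation p = 0.719, n = 8). Centered on each replicate, as a block, the values gave -0.352. Leaving out the 2 libraries farthest from the median of *AChE*, ZT16 replicate 1 and ZT22 replicate 2, brought r to -0.595 (permutation p = 0.0257). The fitted peaks were 7.80 h apart (standard error 1.03 h), at ZT14.1 for *AChE* and ZT6.26 for the transporter, and 9.19 h apart without ZT22 replicate 2. The rhythm of the transporter, from 24.5 ± 0.121 (SD, n = 2) at ZT19 to 45.8 ± 2.71 at ZT7, had a range of 0.82 log2 units (standard error 0.097, adjusted p = 8.0e-04 from limma). That of *AChE*, from 176 ± 43.9 at ZT22 to 253 ± 17.9 at ZT16, had a range of 0.44 (standard error 0.11) and an adjusted p-value of 0.187. Its ZT22 replicates were 207 and 145, and without the second of them the adjusted p-value was 0.0020.

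**Figure D3:**
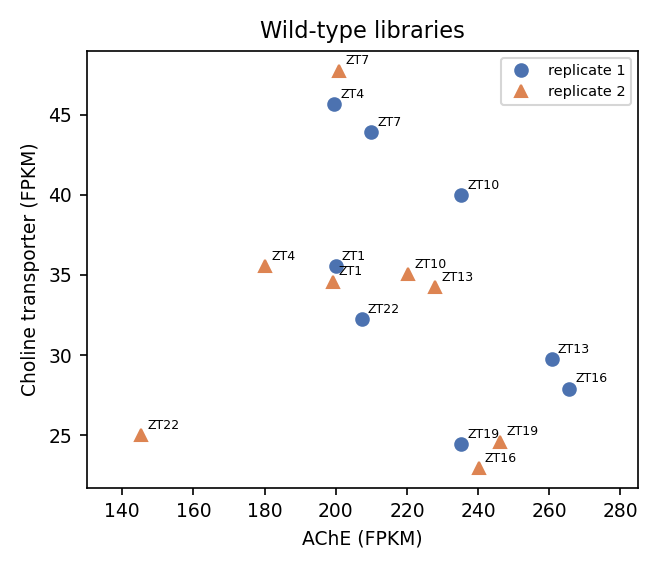
FPKM of the choline transporter (vertical axis) against *AChE* (horizontal axis) in each wild-type library, labelled by time point, with replicate 1 as circles and replicate 2 as triangles. ZT22 replicate 2 has the lowest *AChE* value, 145.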

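In *Cry2* knockouts the fitted range of *choline transporter* RNA was 0.098 log2 units (standard error 0.13), and the interaction with genotype had an adjusted p-value of 0.0048 (limma). In *Clk* knockouts the range was 0.49 (standard error 0.14) and the adjusted p-value 1.1e-04. Both interactions were under the threshold in all 24 fits that each left out a library. The mean FPKM of the transporter was 40.8 ± 3.61 (SD, n = 8) in *Cry2* knockouts, 40.6 ± 6.02 (n = 8) in *Clk* knockouts and 33.1 ± 7.67 (n = 8) in wild-type at the shared times. For *AChE* the range was 0.14 (standard error 0.10) in *Cry2* knockouts with an interaction p-value of 0.0650 after adjustment, which the replicate block brought to 0.0418. In *Clk* knockouts the range of *AChE* was 0.42 (standard error 0.16), and the interaction had an adjusted p-value of 0.278.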

Rhythms of *choline transporter* were abolished in the brains of *Cry2* and *Clk* knockouts (S4A Fig), and those of *AchE* were abolished in the brains of *Cry2* knockouts (S4A Fig). These data suggest a temporal partitioning of the synthesis and degradation of ACh over the course of the day that could be controlled by the circadian clock.

Genes involved in the recycling and reception of the neurotransmitters glutamate and γ-aminobutyric acid (GABA), which are known to drive circadian rhythms in *Drosophila* and mammals [53,54], were also found rhythmically expressed in the monarch brain. In neurons, glutamate levels can be decreased through its conversion to alpha-ketoglutarate by the enzyme glutamate oxaloacetate transaminase (GOT) (Fig 3B). 

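The FPKM of *GOT1* (DPOGS202178) was 114 ± 8.13 (SD, n = 2) at ZT4 and 75.6 ± 3.08 at ZT19, with a fitted range of 0.51 log2 units (standard error 0.085), a fitted peak at ZT5.57 and an adjusted p-value of 0.0169 (limma). It was called in 11 of the 16 fits that each left out a wild-type library, and by the umbrella rank test with its permutation p-value (adjusted p = 0.0309). In *Cry2* knockouts the range was 0.14 (standard error 0.11), but the interaction with genotype did not pass (adjusted p = 0.136). In *Clk* knockouts it did (adjusted p = 0.0119), with a range of 0.23 (standard error 0.16). The interaction there passed in 23 of the 24 fits that each left out a library. Its size was smallest, 0.49 log2 units, without *Clk* knockout ZT4 replicate 1. The ZT4 replicate 1 library of *Clk* knockouts, whose values are low over most genes, had the lowest value there, 71.4, against 93.8 for the next.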

We found that mRNA levels of GOT cycled in the monarch brain, with a peak of expression during the day (Fig 3B), and that the rhythms were disrupted in clock-deficient monarch strains (S4B Fig). Glutamate and GABA modulate the neuronal excitability of post-synaptic neurons through their respective action on glutamate receptors and GABA receptors (GABAR). Extracellular glutamate at the synapse is recycled by increased glial activity of glutamate transporters (excitatory amino acid transporters; EaaT) [55]. Interestingly, *GABAR* and *EaaT2* mRNA levels were also rhythmic in the monarch brain (Fig 3B) and significantly disrupted in *Cry2* and *Clk* knockouts, with the exception of *GABAR* in *Cry2* knockout where significance was not reached despite an apparent loss of rhythm (S4B Fig). 

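*GABAR* (DPOGS204494) had a mean FPKM of 17.2 ± 1.20 (SD, n = 2) at ZT10 and 12.6 ± 0.362 at ZT22, with a fitted range of 0.37 log2 units (standard error 0.072) and a peak at ZT10.5. Its adjusted p-value was 0.0512 from limma without the replicate block and 0.0240 with it. *EaaT2* (DPOGS202815) went from 105 ± 21.3 at ZT22 to 145 ± 12.1 at ZT13, a range of 0.34 (standard error 0.091) with a peak at ZT12.8 and an adjusted p-value of 0.274, which was 0.0690 without ZT22 replicate 2. The interaction of *GABAR* with genotype had an adjusted p-value of 0.274 in *Cry2* knockouts and 0.0121 in *Clk* knockouts, and that of *EaaT2* 0.125 and 0.0635. The range of *GABAR* in *Clk* knockouts, 0.51 (standard error 0.20), was not smaller than in wild-type, and neither was that of *EaaT2*, 0.47 (standard error 0.17). The mean level of *EaaT2* fell by 0.42 on the log2 scale in *Cry2* knockouts (standard error 0.080, adjusted p = 0.0070, lower in 7 of 8 pairs) and by 0.33 after median-of-ratios scaling.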

Together, these data suggest that the circadian clock may rhythmically regulate neuronal excitability by modulating both the expression of genes involved in glutamate clearance at the synapse and of GABA receptors. 

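The receptor gene DPOGS205549 lies on scaffold DPSCF300056 from 742046 to 757555. In wild-type its FPKM was 24.0 ± 0.891 (SD, n = 2) at ZT4 and 13.3 ± 1.66 at ZT13. Its fitted range was 0.84 log2 units (standard error 0.078) with a peak at ZT1.96 and an adjusted p-value of 6.3e-05 (limma), and the highest adjusted p-value with any 1 library left out was 4.3e-04. The fitted range was 0.12 (standard error 0.12) in *Cry2* knockouts and 0.28 (standard error 0.22) in *Clk* knockouts, and the interactions with genotype had adjusted p-values of 1.9e-04 and 0.0021. The mean level in *Cry2* knockouts, 24.0 ± 1.90 (n = 8), was close to the wild-type peak.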

Finally, we also found daily rhythms in mRNA levels of a G-coupled protein receptor (GPCR) of unknown function (Fig 3C) that are abolished in *Cry2* and *Clk* knockouts (S4C Fig), suggesting that it could be involved in modulating circadian behaviors.

### Chromatin accessibility measured by ATAC-seq is not clock-dependent in the monarch brain

Similar to *Drosophila* [27], rhythmic genes cycled in the monarch brain with phases of expression distributed throughout the day (Fig 1A). How the expression of these rhythmic genes is temporally orchestrated is however not fully understood. As shown in flies and mice, both transcriptional and post-transcriptional processes contribute to the generation of rhythmic mRNA levels [56–60]. Transcriptional regulatory mechanisms such as rhythmic accessibility of DNA regulatory elements [22] or rhythmic activities of distinct TFs [61–64] have been shown to control diurnal rhythms in transcription and could also contribute to the generation of different phases of gene expression in the monarch brain.

To investigate whether rhythmic chromatin accessibility plays a role in the control of rhythmic gene expression in the monarch, we profiled open chromatin regions using ATAC-seq in the brains of wild-type monarchs and of two mutants deficient in circadian activation (*Clk* knockout and *Cyc-like*, a Bmal1 mutant lacking the C-terminal transactivation domain that mimics the *Drosophila cycle* gene [6]) at Zeitgeber Time 04 (ZT04; *i*.*e*., 4 hours after lights on) and at ZT16, with two independent replicates per time point (Fig 4). 

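In the RNA-seq data, wild-type *Per* RNA at ZT4 had an FPKM of 14.8 ± 0.929 (SD, n = 2), above its ZT7 mean and close to the 15.8 ± 1.20 of ZT10. *Tim* RNA was at its lowest mean at ZT4, with 43.3 ± 0.403 at ZT7 next. At ZT16 the means were 38.1 ± 0.388 for *Per* and 104 ± 5.12 for *Tim*.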

ZT04 was chosen as the day time point because it corresponds to the trough of *Per* and *Tim* RNA expression levels and thus the likely time at which transcription is activated for these genes, and ZT16 was chosen as the night time point such that the two would be separated by 12 hours. Across all samples, 13,555 to 23,222 ATAC-seq peaks were identified throughout the genome (S8 Table). These numbers are within the same order of magnitude as that obtained in *Drosophila*, which harbors a comparable genome size (~138 Mb for *Drosophila* versus ~249 Mb for monarch) [65]. We also found good replicate concordance of the ATAC-seq peaks between biological replicates (Fig 4A and S5A Fig; *R*^*2*^ ranging from 0.76 to 0.85). As expected, Tn5 tagmentation of purified naked genomic DNA from brain did not display characteristic ATAC-seq peaks (Fig 4B). These results strongly indicate that ATAC-seq can reliably and reproducibly measure chromatin accessibility in the monarch brain. Visual inspection of the ATAC-seq peaks from different genotypes and time-of-day revealed broadly similar profiles of chromatin accessibility (Fig 4B), even in regions associated to clock genes that display robust rhythms of expression (Fig 4C; see Fig 1D for mRNA expression patterns). A hierarchical clustering of consensus ATAC-seq peaks for all genotypes and time points also showed that they were strongly correlated with one another (Fig 4D). The lack of significant differences in ATAC-seq peaks was further validated by quantifying differential Tn5 integration signals using DESeq2 [66] with Log2 fold-change > 0.3785 and FDR < 0.05 as thresholds. Even at this relatively low fold-change cutoff, less than 0.64% of ATAC-seq peaks genome-wide or associated with rhythmic genes differentially regulated in *Clk* knockouts were found to be significantly altered between time-of-day (ZT04 vs. ZT16) and genotypes (wild-type vs. clock impaired mutants) (Fig 4E; S9 Table). While a lack of statistically significant differences is not evidence of absence of differences, previous reports showing that ATAC-seq is sensitive enough to identify differences in chromatin accessibility in *Drosophila* [67] support the idea that there is no significant temporal regulation of significant opening/closing of the chromatin in the monarch brain. To further characterize our ATAC-seq datasets, we mapped the genomic location of each ATAC-seq peak and found that genome-wide peaks were enriched by ~ 3 to 4-fold in promoter regions (Fig 4F). A similar enrichment was found for peaks in the promoter regions of genes rhythmically expressed in the brain and differentially regulated in *Clk* knockouts (Fig 4F). Many genome-wide peaks were also found in introns and intergenic regions, as well as in exons and transcription termination sites (S5B Fig), likely representing the full set of enhancer elements in the monarch brain.

**Fig 4:**
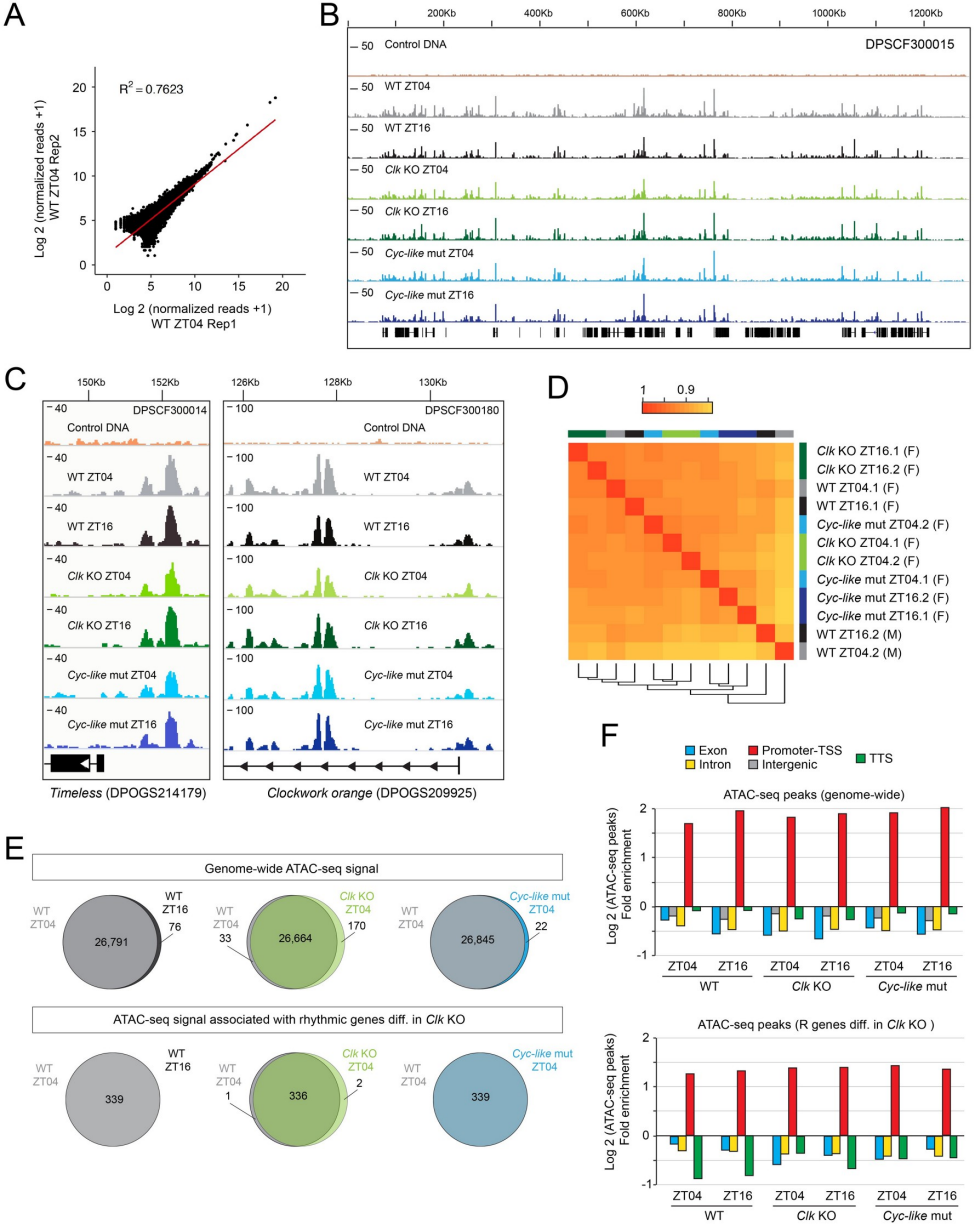
ATAC-seq captures chromatin accessibility in brains of wild-type monarchs and monarchs impaired for clock function. A) Correlation plot of two biological replicates showing normalized read counts in wild-type at ZT04. Correlation plots for all conditions tested are shown in S5A Fig. Correlations varied from 0.76 to 0.85. B) Visualization of ATAC-seq signal between genotypes and time points at scaffold DPSCF300015 showing no substantial gross change in chromatin accessibility in adult brain. ATAC-seq peaks from biological replicates are merged. WT, wild-type; *Clk* KO, *Clk* knockouts; *Cyc-like*, *Bmal1* mutants lacking the C-terminal transactivation domain [6]. C) Representative ATAC-seq tracks in genomic regions of clock genes (*timeless* and *clockwork orange*) showing the lack of differential ATAC-seq peaks between time points and genotypes. D) ATAC-seq signal within consensus ATAC-seq peaks was compared between all samples using Pearson’s correlation to cluster samples. Replicates are noted as numbers following each genotype and time point. F: female; M: male. E) Venn diagrams representing lack of differences in ATAC-seq signal within consensus genome-wide ATAC-seq peaks (*top*) and ATAC-seq peaks associated to rhythmic genes differentially regulated in *Clk* knockouts (*bottom*) between ZT04 and ZT16 in wild-type brains and between genotypes at ZT04 (fold-change cutoff > 1.3). The complete list of cross-comparisons is provided in S9 Table. F) Log2 fold enrichment of ATAC-seq peaks within different genomic regions in the monarch genome (*top*) and within rhythmic genes differentially regulated in *Clk* knockouts (*bottom*) for each genotype at ZT04 and at ZT16. Except for intergenic regions, genomic features are defined within -1Kb of the transcription start site (TSS) and +1Kb of the transcription termination site (TTS). Fold enrichment is calculated as the number of peaks per genomic regions/total number of peaks relative to the length of the genomic regions/total length.

### Clock-dependent temporal regulation of transcription factor occupancy in brains of wild-type monarchs

The lack of cyclic chromatin accessibility as measured by ATAC-seq does not exclude the possibility that the DNA regulatory elements within ATAC-seq peaks could be involved in driving rhythmic gene expression through the rhythmic binding of TFs. In addition to identifying chromatin accessibility, ATAC-seq can also be used to reveal DNA footprints, *i*.*e*. genomic regions protected from Tn5 integration because of DNA-bound proteins like TFs [68,69] (Fig 5A). To test whether rhythms in TF occupancy within DNA regulatory elements in promoters and enhancers could underlie rhythmic gene expression, we performed a footprinting analysis within the open chromatin of 339 ATAC-seq peaks associated with the 163 rhythmic genes differentially regulated in *Clk* knockouts using the Wellington TF footprinting algorithm [70]. We detected 202 and 125 statistically significant footprints in brains of wild-type monarchs at ZT04 and at ZT16, respectively (p-value ≤ 10^−10^; FDR ≤ 0.01). Of these, 130 and 53 were respectively specific to ZT04 and to ZT16 (Fig 5B). Most of these time point-specific footprints exhibited footprint signals below the statistical threshold at the other time point rather than being completely absent. This therefore suggested that the depth of TF footprints could be regulated in a time-of-day dependent manner in monarch brains. To test this idea, we averaged the signal of footprints specific to a given time point and compared it to the average signal observed at the other time point (Fig 5C and 5D). Averaged footprint signal and quantification confirmed a time-of-day dependent regulation of TF binding. For TF footprints specific to ZT04, we observed a significant increase in footprint depth at ZT04 relative to ZT16 (Fig 5D) that appeared to be caused by both increased Tn5 integration in regions directly flanking the footprint and decreased Tn5 integration within the footprint (Fig 5C). These results suggest that TF binding at ZT04 may occupy their DNA binding sites with a longer residence time and may also increase to some extent chromatin accessibility in their immediate surrounding regions. In contrast, TF footprints specific to ZT16 did not exhibit a significant increase in footprint depth at ZT16 compared to ZT04 (Fig 5C and 5D). To verify that time-of-day dependent TF binding is clock-dependent, we measured the footprint signal at the same genomic regions in brains of *Clk* knockouts and *Cyc-like* mutants at ZT04 and ZT16 (Fig 5B, 5C and 5D). We found that the time-of-day differences in TF footprint signal specific to ZT04 observed in wild-type monarch brains were abolished in *Cyc-like* mutants, in which the footprint signal was not significantly different than the signal observed at ZT16 in wild-type (Fig 5C and 5D). Although the signal in *Clk* knockouts was not significantly different to the one observed at ZT16 in wild-type, there was a significant difference between time points, with a moderate increase at ZT16 compared to ZT04 (Fig 5C and 5D). Together, these data suggest that the time-of-day differences in TF binding found in wild-type monarch may underlie rhythmic gene expression. Furthermore, the differences in footprint signal between ZT04 and ZT16 suggested that distinct classes of TFs could differentially bind DNA at different times of the day. To identify these TF classes, we performed a motif enrichment analysis in footprints found specifically at ZT04 and at ZT16 in brains of wild-type monarchs. The analysis revealed a large number of predicted TF families preferentially binding at both and either time points (Fig 5E). Among the predicted TF classes, the bHLH, forkhead, HTH and MADS TF families appeared as among the most overrepresented in footprints at ZT04 in comparison to those at ZT16. These data suggest that TFs belonging to these families could be responsible for the increased DNA accessibility observed in footprints at ZT04.

**Fig 5:**
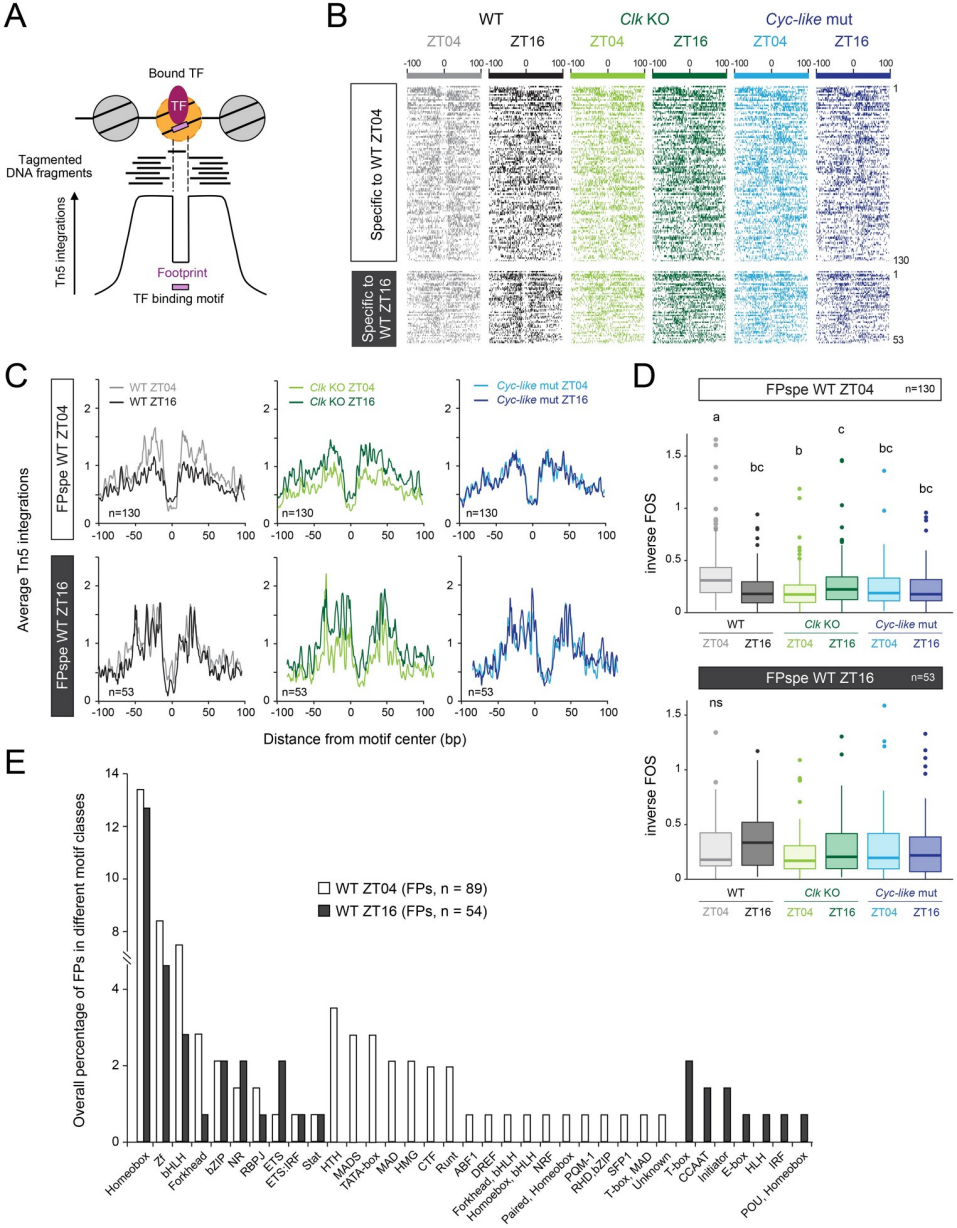
The depth of transcription factor (TF) footprints is temporally regulated in brains of wild-type monarchs and dependent on circadian activators. A) Within an accessible regulatory chromatin region, putative TF footprints may be detected as a narrow region that is locally protected from Tn5 integration. The identity of the TFs is inferred from binding motifs present in the DNA sequences of the footprints. B) ATAC-seq signals centered on the footprints detected within accessible chromatin of rhythmic genes differentially expressed in *Clk* knockouts in wild-type at ZT04 and at ZT16, as well as in the same regions in *Clk* knockouts and *Cyc-like* mutants. ATAC-seq peaks are grouped by the time of day at which the peaks are found to be specific in wild-type (ZT04 versus ZT16). C) Average profiles of Tn5 integrations centered on footprints specific to ZT04 or to ZT16 in wild-type, and in the same regions in *Clk* knockouts and *Cyc-like* mutants at both time points. Profiles were smoothed using a 3-bp rolling average. D) Box plots representing values of inverse footprint occupancy score (FOS) calculated for the footprints specific to wild-type at ZT04 (*top*) and specific to wild-type at ZT16 (*bottom*) in wild-type, *Clk* knockouts and *Cyc-like* mutants at ZT04 and at ZT16. Groups with different letters are statistically different. *P* < 0.05, Kruskal-Wallis test followed by Dunn test; ns: no statistically significant difference. E) Distribution of motif classes enriched in TF footprints specific to ZT04 (white) and ZT16 (gray) in wild-type. The number of each motif class was normalized to the number of all motif classes in TF footprints and expressed as a percentage. Motif classes are shown by order (from left to right) based on their occurrence in (1) both groups (white and gray bars), (2) ZT04 only, and (3) ZT16 only.

## Discussion

Numerous studies over the past 15 years have profiled daily and circadian transcriptional rhythms in various organisms and tissues [19–29]. Most genome-wide rhythmic gene expression studies performed to identify cycling mRNAs in the insect brain have however largely relied either on the use of whole heads [19,21,25–29], from which mRNAs derive mainly from the compound eyes, or on the use of specific subsets of clock neurons in the brain [40,71]. To date, a single study has profiled the circadian and daily transcriptome in the *Drosophila* brain [72]. With 217 robust rhythmic mRNAs whose expression was affected in *Cry2* and *Clk* knockouts, our daily transcriptome in the monarch brain provides a useful complement to that of *Drosophila* for future comparative approaches.

Consistent with previous reports [5,11,14], *Per* and *Tim* were identified in our RNA-seq study as core clock genes that cycle robustly in the monarch brain, validating the quality of the RNA-seq datasets. Our study extended the set of core clock genes with robust rhythms to *Vri*, *Cwo*, and to the mammalian-like circadian repressor *Cry2*, although the latter cycled with lower amplitude. While all cycling core clock genes were expressed at constitutive low levels in *Clk* knockouts, as anticipated in the absence of activation, their expression in *Cry2* knockouts ranged from low to high levels, suggesting a complex regulation of their expression. Although the mechanistic underpinnings are not yet understood, this phenomenon is not without precedent as the levels of CLK-CYC direct targets in *tim* and *per Drosophila* mutants are also intermediate [25]. In contrast to the above-mentioned core clock genes, neither the circadian activators *Clk* and *Bmal1*, the blue-light photoreceptor *Cry1*, or *Pdp1* were expressed rhythmically in the monarch brain. Because the brain is a heterogeneous tissue, it is possible that these genes could be expressed both in non-clock cells and in a subset of clock cells in which they could oscillate. Alternatively, post-transcriptional and/or post-translational mechanisms may be responsible for their rhythmic function. Future studies using *in situ* hybridization in the brain and/or a population of homogeneous clock cells, such as the DpN1 monarch cell line containing a light-driven clock [14], could help distinguish between these possibilities.

A number of genes relevant to brain physiology were also found to be rhythmic in brains of wild-type monarchs. Similar to a study in the Antarctic krill [73], our data revealed a temporal regulation of key enzyme-encoding genes involved in glucose, trehalose and glycogen metabolism; however, the expression of these genes appeared to be coordinated in the monarch, peaking within a 7-hr window in the middle of the day. 

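The fitted peaks of the 16 genes of Fig 2 spanned 10.3 h, from *Pfk-2/FBPase-2* to *Tret1-2*. Without the trehalose transporters, which are not enzymes, the other 14 genes spanned 6.52 h. With each wild-type library left out in turn, the spans stayed between 9.42 and 10.6 h for the 16 genes and between 5.00 and 6.89 h for the 14. Replicate 1 alone gave 9.98 h for the 16 genes and 5.28 h for the 14, and replicate 2 alone 10.3 h and 7.25 h.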

Although our data do not provide information on the rhythmic production of glycolytic metabolites, they indicate that fuel production in the brain is under tight rhythmic regulation at the level of gene expression, and likely increased during the monarch active phase. Pronounced rhythms in the abundance of metabolites and metabolic fluxes have however been recently proposed to emerge from phase lags rather than from coordinated expression of key enzymes and/or of regulatory proteins at the transcriptional levels [74]. This does not seem to be the case for glucose metabolism in the monarch brain because the genes that respectively encodes the main regulatory proteins Pfk-2 (which stimulates glycolysis) and Pdk (which blocks the entry of pyruvate into the TCA cycle) cycle in phase with one another. One interesting possibility could be that instead of being converted to acetyl-CoA, pyruvate is converted into lactate and alanine in brain glial cells, which once secreted, are taken up by neurons to fuel the neuronal TCA cycle and to generate the ATP needed for synaptic transmission, as previously shown in *Drosophila* [45]. If this is the case, the coordination of rhythmic gene expression in glial glucose metabolism could be a mechanism to fuel the neurons during the active phase of the monarch, *i*.*e*. during the day. Likewise, glycolysis and glycogenesis appeared to be temporally coordinated through phosphoglucose mutase. Because this enzyme acts in glycogenesis when glucose levels are high and in glycogenolysis when glucose levels are low, the temporal coordination of these pathways may serve as a homeostatic mechanism ensuring proper, rhythmic fuel production even in period of fasting. Importantly, we found that the rhythms of almost all of the genes involved in glucose metabolism were abolished in *Cry2* and *Clk* monarch mutants with impaired clock function. Together with a report showing circadian regulation of metabolic genes in *Drosophila* heads [75], our data indicate that the circadian clock likely plays an important role for regulating daily rhythm of glucose metabolism and glucose homeostasis in the insect brain.

By revealing anti-phase rhythms of expression of key genes involved in the transport/synthesis and degradation of Ach, which are dependent on the presence of both circadian activator and repressor, our data support the idea that the circadian clock also plays a role in temporally separating chemically antagonistic processes. Like ACh, GABA is a widespread neurotransmitter in the insect brain, and similar to *Drosophila* [71], a GABA receptor is expressed rhythmically in the monarch brain. Together, our findings that both cholinergic and GABAergic signaling are rhythmic and dependent on a functional circadian clock may suggest the existence of a more complex neuronal clock network than the four clock cells described in each hemisphere of the pars lateralis [14,76]. Developing CRISPR/Cas9-assisted methods to tag neurons *in vivo* would facilitate a comprehensive mapping of the neuronal clock network in the monarch brain.

Our study also establishes ATAC-seq as an applicable method for the discovery of both genome-wide accessible chromatin regions and TF binding in a non-traditional model organism for which species-specific antibodies against TFs are not available. Although thousands of genome-wide regulatory elements were identified in the monarch brain with ATAC-seq, a surprising result was the absence of a significant temporal change in chromatin accessibility between day and night, as well as between wild-type and clock impaired mutants. This was surprising because diurnal changes in chromatin accessibility measured by DNase-seq have recently been reported in the mouse liver [22]. The different nature of tissues sampled could account for this difference. If so, our data would support the idea that the chromatin accessibility landscape in the adult brain could be fully programmed and not sensitive to changes in light:dark conditions. Alternatively, the contrasting results between our study and the study in the mouse liver could stem from differences in sensitivity between ATAC-seq and DNase-seq approaches. Although DNase-seq could be a more sensitive approach to quantify diurnal changes in chromatin accessibility, applying it to samples like the insect brain may not be achievable due to the large amount of material required. Regardless of the reasons underlying the lack of diurnal changes in chromatin accessibility in our study, performing a TF footprinting analysis in accessible chromatin regions associated with genes rhythmically expressed revealed time-of-day regulation of TF occupancy in the brain of wild-type monarchs. Interestingly, time-of-day dependent TF occupancy was completely abolished in *Cyc-like* mutants that lack the transactivation domain necessary for CLK:BMAL1-mediated transcriptional activation [6]. The situation found in *Clk* mutants was slightly different in that time-of-day dependent TF occupancy was impaired, but the impairment consisted of a reversed trend compared to TF occupancy in wild-type. Because the CLK partner BMAL1 is present in this mutant, it is possible that in absence of a functional CLK, BMAL1 heterodimerizes with another bHLH-PAS domain-containing protein to activate transcription in a different phase than that of CLK:BMAL1. The juvenile hormone (JH)-receptor methoprene-tolerant (MET) could be a candidate, as it has been shown to form a heterodimer with BMAL1 in mosquitoes to activate the circadian transcription of JH-induced genes [77]. In addition, a motif enrichment analysis within open chromatin regions associated with rhythmic genes differentially expressed in *Clk* mutants revealed a large number of predicted TF families preferentially binding at either time point, indicative of the complexity of circadian regulation of gene expression in the monarch brain. Among the predicted TF classes, the bHLH, forkhead, HTH and MADS TF families appeared among the most overrepresented in footprints at ZT04 in comparison to those at ZT16. These data suggest that TFs belonging to these families could be responsible for the increased DNA accessibility observed in footprints at ZT04 in brains of wild-type monarchs, consistent with the reported pioneer activities of bHLH and forkhead TFs [78,79]. Together, these data show that ATAC-seq can be used in non-traditional organisms to not only identify open chromatin regions but also predict dynamic TF binding. It is of particular importance because the overall lack of species-specific antibodies against TFs in non-model organisms continues to preclude the systematic use of chromatin-immunoprecipitation to comprehensively identify TF binding sites.

Taken all together, our results represent the first analysis of daily transcriptome, DNA regulatory elements, and time-of-day dependent TF occupancy in the monarch butterfly brain. Given the central role of circadian clocks in the seasonal migration of this iconic insect, our datasets will be valuable resources to further our understanding of the molecular basis of seasonality and of migratory behavior.

## Methods

### Maintenance of monarch butterflies

Wild-type, *Cry2* knockout, *Clk* knockout and *Cyc-like* mutant monarch butterflies were raised in the laboratory on semi-artificial diet under 15-hour light, 9-hour dark (15:9 LD) conditions in Percival incubators at 25°C and 70% humidity, as previously described [4–6]. 15:9 LD was used because it is the ecologically relevant photoperiod experienced by summer reproductive monarchs, and the condition under which we maintain our colony in the laboratory. Adults were housed in glassine envelopes in the same lighting and temperature conditions, and were manually fed a 25% honey solution daily.

### RNA-sequencing experiments

Adult monarchs were entrained for a minimum of 7 days after eclosion in 15:9 LD cycles at 25°C and brains free of eye photoreceptors were dissected under a microscope in 0.5X RNA later (Ambion) to prevent RNA degradation, and stored at -80°C until use. For wild-type monarchs, three pooled brains were collected in two replicates at ZT1, ZT4, ZT7, ZT10, ZT13, ZT16, ZT19, and ZT22. Three pooled brains of *Cry2* and *Clk* knockouts were each collected in two replicates at ZT4, ZT10, ZT16, and ZT22. For each sample, total RNA was extracted using RNeasy Mini kit (Qiagen), polyA+ RNA was isolated from 2 μg of total RNA with NEBNext Oligo d(T) magnetic beads (New England Biolabs), and libraries were prepared using the NEBNext Ultra Directional RNA Library Prep kit for Illumina and NEBNext Multiplex Oligos (New England Biolabs) and amplified with 12 PCR cycles, following the manufacturer’s recommendations. Library quality and size distribution was verified on a Bioanalyzer, libraries were quantified by real-time quantitative PCR, and 16 libraries were mixed in equimolar ratios for multiplexing and sequenced on a Hi-seq 2500 (Illumina) using 50bp single end reads.

### RNA-sequencing data processing

The resulting sequencing files were checked for quality control and demultiplexed by the Texas A&M AgriLife Genomics and Bioinformatics Facility. Reads were mapped to the monarch genome (assembly v3; [80]) using TopHat2 [81] with parameters “—read-realign-edit-dist 2 -g 1 —b2-sensitive”. 

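Averaged over the 32 libraries of S10 Table, 88.4% of the reads were mapped, from 85.4% to 90.9%. Dividing the mapped by the total reads in that table gave back the listed percentages.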

On average, ~88% of the reads were mapped uniquely to the genome even in absence of rRNA depletion (S10 Table). The total number of reads, mapped reads and mapping rate for each library are summarized in S10 Table. After mapping, gene expression levels were quantified in the brains of wild-type monarchs, *Cry2* knockouts and *Clk* knockouts at each time point and for each replicate using Cufflinks [82,83]. Only genes with three or more reads per kilo base per million mapped reads (RPKM) in at least one time point were classified as expressed and further considered for subsequent analysis.

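In the deposited FPKM, this threshold applied to single wild-type libraries gave the number of expressed genes that the paper reports, whereas applied to any of the 32 libraries it gave 10649 genes.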

### Identification of cycling mRNAs

To identify cycling mRNAs in the brain of wild-type monarchs, RAIN [30] and MetaCycle [31] were used with parameters “period = 24, deltat = 3, nr.series = 2” for RAIN and “adjustPhase =“predictedPer”, combinePvalue =“fisher”, timepoints = seq(1, 46, by = 3), minper = 24, maxper = 24” for MetaCycle. To consider oscillations determined by either method, the resulting p-values from RAIN and MetaCycle were combined using the minP method [84] and adjusted for multiple testing using the Benjamini-Hochberg (BH) procedure to control for false discovery rate (FDR). Genes were considered rhythmically expressed when meeting the following criteria: (1) adjusted p-value ≤ 0.05, and (2) fold-change (maximal/minimal RPKM expression values within a time series) ≥ 1.3. Of the 15,130 genes in the monarch genome, ~ 69% (10,412) were expressed in the brain of wild-type monarchs, and ~4% (431) of these were determined as being rhythmically expressed. 

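The deposited tables list 15130 genes, of which 10412 (68.8%) had an FPKM of at least 3 in at least 1 wild-type library. The percentage of these called rhythmic by harmonic regression was 0.807%. On simulated values in which 200 of the 10412 genes were given a peak-to-trough rhythm of 1 log2 unit, this regression recovered 78.0% of them and made 5 false calls, and the umbrella and cosine rank tests recovered 53.0% and 55.5%.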

To determine if the oscillations of the rhythmic genes identified in wild-type were altered in *Cry2* and *Clk* knockouts, a differential rhythmicity analysis was performed using robust DODR method [32]. After adjusting the p-values using the BH procedure, 126 and 163 genes rhythmically expressed in wild-type were respectively found to be differentially expressed in *Cry2* and *Clk* knockouts. Phases were estimated using the R package for harmonic regression [85]. Heatmaps and phase plots were respectively generated using the R packages gplots [86] and ggplot2 [87]. Gene ontology (GO) terms for biological processes and KEGG pathway enrichment analysis were performed using Metascape (http://metascape.org; [88]) against the expressed genes in the wild-type monarch brains as background. Sequencing data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122447 (Accession number GSE122442).

### Real-time qPCR

Brains from adult wild-type monarch butterflies entrained to seven 15:9 LD cycles after eclosion were dissected every 3-hours over a 24-hour day starting at ZT1. Dissections were performed in 0.5X RNA later (Ambion) to prevent RNA degradation, and brains free of eye photoreceptors were immediately frozen and stored at -80°C until use. Total RNA was extracted using an RNeasy Mini kit (Qiagen), treated with RQ1 DNase (Promega), and random hexamers (Promega) were used to prime reverse transcription with Superscript II Reverse Transcriptase (Thermo Scientific), all according to the manufacturers’ instructions. Quantifications of gene expression were performed on a QuantStudio 6 Flex Real-Time PCR System (Thermo Scientific) using iTaq Universal SYBR Green Supermix (Bio-Rad), as previously described [4]. Monarch *Per*, *Tim*, and *Rp49* expression levels were quantified using previously validated primers [4]. Monarch *Cry2*, *Vri*, *Cwo*, *GOT1*, *GPCR*, *AGBE*, *Tps1*, and *Eno* expression levels were quantified using the following primers: *Cry2F*, 5’-TGGCTCTCATGCTCGTCTTTC-3’; *Cry2R*, 5’-ACCGCACTGGACAGTAGCAAT-3’; *VriF*, 5’-CGGACAGCGTAAGCAGAGAGA-3’; *VriR*, 5’-TCCCAGTAACCGTCGTCCTT-3’; *CwoF*, 5’-GCGCGCGCGCTTCAC-3’; *CwoR*, 5’-TCGATGCAGGGTTGGAAGTT-3’; *GOT1F*, 5’-CACAACCCCACAGGCATAGA-3’; *GOT1R*, 5’-CCATGACATCAGCGATCTTCTC-3’; *GPCRF*, 5’-GGGTACGAGCGGTATAGACATTG-3’; *GPCRR*, 5’- CTGCAAAGGACACTGGTCGAT-3’; *AGBEF*, 5’-CGGATGGCTCGCATCAA-3’; *AGBER*, 5’-TTTGTCGCCTTCATGCTTACA-3’; *Tps1F*, 5’-GACGGCGGGAAAAACAGA-3’; *Tps1R*, 5’-GCCTTGAGGAACGCCTTCA-3’; *EnoF*, 5’-GACTGTCGACCGGCCAGAT-3’; *EnoR*, 5’-ATTTGGCGAGACGCTCAGA-3’. The near 100% efficiency of each primer set was validated by determining the slope of Ct versus dilution plot on a 3 x 10^4^ dilution series. Individual reactions were used to quantify each RNA level in a given cDNA sample, and the average Ct from duplicated reactions within the same run was used for quantification. The data for each gene at a given time-point were normalized to *Rp49* as an internal control, and normalized to the mean of one sample within a set for statistics. P-values were calculated using one-way ANOVA in R.

### ATAC-sequencing experiments

Adult monarchs were entrained for a minimum of seven days after eclosion in 15:9 LD cycles at 25°C and brains free of eye photoreceptors were dissected in ice-cold ringer’s solution. Three pooled brains of wild-type, *Clk* knockout, and *Cyc-like* mutant monarchs were each collected in two replicates at ZT04 and at ZT16. Each sample was resuspended twice in 600 μl of NP-40 lysis buffer (10mM Tris-HCl at pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% NP-40). Crude nuclei were prepared by gently homogenizing the brains in an ice-cold 2-ml Dounce homogenizer with two strokes of a loose-fitting pestle. After centrifugation, the pellet was directly subjected to transposition by Tn5 transposase for 30 min at 37°C using the Nextera DNA Library Preparation kit (Illumina), and the tagmented DNA was then purified using a Zymo DNA Clean & Concentrator-5 kit, all according to a previously published protocol [69]. To generate a control naked DNA library, 1 ng of genomic DNA extracted with phenol/chloroform from six pooled wild-type brains was also subjected to transposition by Tn5 transposase and the tagmented DNA was purified following the same procedures. Barcoded libraries were PCR amplified, each using a common custom primer and a unique custom Nextera barcoded primer, as in [69]. For each library, after an initial round of five PCR cycles, the optimal number of PCR cycles needed to stop amplification prior to saturation was estimated by real-time quantitative PCR. Five to ten additional PCR cycles were then performed bringing the total number to 10 (for control DNA) and to 15 cycles (for other samples), and the libraries were purified using a Qiagen MinElute PCR purification kit. Library quality and size distribution was assessed on a Bioanalyzer, libraries were quantified by real-time quantitative PCR and mixed in equimolar ratios before sequencing on a single lane of Hi-seq 2500 (Illumina) using 50bp single end reads.

### ATAC-sequencing data processing: Identification, quantification, annotation and differential analysis of ATAC-seq peaks

The resulting sequencing files were checked for quality control and demultiplexed by the Texas A&M AgriLife Genomics and Bioinformatics Facility. After removing the adapter sequence using fastx clipper (hannonlab.cshl.edu/fastx_toolkit/) with options “-Q33 -n -v”, the clipped reads were mapped to the monarch genome (v3; [80]) using Bowtie2 [89] with parameters “—phred33—local”. Unmapped reads and mapped reads with mapping quality below 10 after sorting with SAMtools version 0.1.19 [90] were discarded. Mapped reads were adjusted such that those aligned to the positive strand and negative strand were shifted by +4 bp and –5 bp, respectively, as described in [69].

ATAC-seq peaks were called using MACS2 [91] with parameters “-q 0.01—nomodel—shift -100—extsize 200—keep-dup all”, using reads from naked DNA as control. For each genotype and time point, consensus peaks between biological replicates were generated by merging peaks with overlapping coordinates, using HOMER [92]. Pairwise comparison of the biological replicates was performed by quantifying the density of reads contained within consensus peaks in each replicate, using HOMER [92]. To compare replicates from all genotypes and time points to one another, peaks from all libraries were merged into a set of 37,642 consensus peaks. Read densities were quantified in each sample, and correlation was determined using the Pearson correlation coefficient [93]. Given that high level of reproducibility was found between biological replicates, ATAC-seq peaks from replicate libraries of wild-type, *Clk* knockouts and *Cyc-like* mutants at ZT04 and at ZT16 were merged by calling peaks on combined replicates using MACS2 [91] with the same parameters as described above. The peaks called, which ranged from 13,555 to 23,222, were used in subsequent analysis. With the exception of a few peaks that could not be annotated because they were located in scaffolds containing no annotated genes, all peaks in the genome were assigned using HOMER [92] based on their locations relative to a gene as follows: (1) promoter-TSS if present within –1kb to +100 bp of the transcription start site (TSS), (2) TTS if within -100 bp to +1kb of the transcription termination site (TTS), (3) exon if within any exon, (4) intron if within any intron, or (5) intergenic. Peaks associated with genes rhythmically expressed in wild-type and differentially expressed in *Clk* knockouts were determined from these annotations. Differential peak analysis between conditions was performed on sets of overall merged genome-wide peaks and peaks associated with genes rhythmically expressed in wild-type and differentially expressed in *Clk* knockouts using HOMER [92] and its R package DESeq2 [66] wrapper with cutoff thresholds for FDR of < 0.05 and log2 fold-change of > 0.3785 and < -0.3785. To visualize ATAC-seq peaks, bigWig files normalized to 10 million reads were generated from BAM files and visualized using the Integrative Genomics Viewer (IGV; [94,95]). Sequencing data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122447 (Accession number GSE122445).

### Transcription factor footprinting of ATAC-seq peaks

Occupied TF DNA binding sites within ATAC-seq peaks associated with genes rhythmically expressed in wild-type and differentially expressed in *Clk* knockouts were identified in the brains of wild-type monarchs at ZT04 and at ZT16 using the Wellington TF footprinting algorithm in pyDNase [70] with p-value < 10^−10^ and FDR < 0.01. This program uses the imbalance in the reads aligned to the positive and negative strands surrounding the protein-DNA interactions to accurately predict which binding sites are protected from Tn5 integrations. Footprints specific to either time point were identified using BEDTools [96]. Footprints from each group were further analyzed in wild-type, *Clk* knockouts and *Cyc-like* mutants at ZT04 and at ZT16 using the dnase_to_treeview.py script in pyDNase [70] to obtain Tn5 integration counts from the center of the footprints flanked by 100 bp on either side. Visualization was performed by generating heatmaps using Java Treeview [97]. To determine the effect of clock disruption on time-of-day dependent footprints, average profiles were generated from the average of Tn5 integration counts for each bp of the 200 bp regions. Data smoothing was applied using 3-bp rolling averages.

To compare the depth of footprints found to be specific to ZT04 or specific to ZT16 in wild-type between wild-type, *Clk* knockouts and *Cyc-like* mutants at ZT04 and at ZT16, a footprint occupancy score (FOS) was quantified using the formula (*C* + 1)/*L* + (*C* + 1)/*R* [98]. *C* corresponds to the average of Tn5 integrations within the central region of the footprints where a transcription factor is directly engaged, while *L* and *R* correspond to the average of Tn5 integrations respectively on the left and right flanking regions on each side of the footprints. Since Wellington footprinting algorithm identified footprints with 11–25 nucleotides in length and flanked by 35 nucleotides on each side [70], the average of Tn5 cuts on both positive and negative strands corresponding to these lengths were used in the calculations. Data were represented as inverse FOS such that higher inverse FOS values indicate stronger footprints, *i*.*e*. a higher difference between the central and flanking regions of footprints. Inverse FOS values were visualized through box plots using ggplot2 [87] and the statistical analysis was performed using the base R function kruskal.test and the R package dunn.test [99].

### Enrichment of motif classes in TF footprints within rhythmic genes differentially expressed in *Clk* knockouts

Motif enrichment analysis was performed on TF footprints (FPs) located within peaks of genes rhythmically expressed in wild-type but differentially expressed in *Clk* knockouts that were specific to either ZT04 or ZT16 in wild-type monarch brains using findMotifsGenome script in HOMER [92] with parameters “-size given -mask”. For each motif, a fold-change > 1.5 was used as a measure of enrichment. Fold-change was expressed as the proportion of a given motif in FPs associated with rhythmically expressed genes over background, divided by its corresponding proportion in genome-wide FPs over background. Genome-wide FPs were identified using the combined 22,004 FPs at ZT04 and 14,101 FPs at ZT16. Background sequences were randomly selected from a pool of sequences that (1) did not contain sequences in which FPs were found, (2) did not contain repeats sequences, and (3) whose length and GC-content matched those of input FPs. Sequence-biases and plant-specific motifs were filtered out from the analysis. Enriched known motifs were assigned to the corresponding FPs using HOMER’s findMotifsGenome script [92] with option “-find <motif matrix file>”. In cases where several TFs belonging to the same class (*i*.*e*., TFs with similar DNA binding domains) were identified to occupy the same FP, only one was retained for further analysis. The percentage of motif classes and their distribution was calculated for FPs specific to ZT04 and to ZT16 in wild-type monarch brains.

## Supporting information

S1 Table Rhythmic genes identified by either RAIN or MetaCycle with adjusted *p*-value (adjP) ≤ 0.05 and fold-change (maximum/minimum expression values) ≥ 1.3. (DOCX) Click here for additional data file.

S2 Table RPKM values of genes identified by either RAIN or MetaCycle to be rhythmic in wild-type monarchs, and the corresponding RPKM values in *Cry2* and *Clk* knockouts. (XLSX) Click here for additional data file.

S3 Table Rhythmic genes in wild-type differentially expressed in *Cry2* knockouts with adjusted *p*-value (adjP) ≤ 0.05 from robust DODR method. (DOCX) Click here for additional data file.

S4 Table Rhythmic genes in wild-type differentially expressed in *Clk* knockouts with adjusted *p*-value (adjP) ≤ 0.05 from robust DODR method. (DOCX) Click here for additional data file.

S5 Table Rhythmic genes in wild-type that are differentially expressed both in *Cry2* knockouts and *Clk* knockouts with adjusted *p*-value (adjP1 for wild-type vs. *Cry2* knockouts, and adjP2 for wild-type vs. *Clk* knockouts) ≤ 0.05 from robust DODR method. (DOCX) Click here for additional data file.

S6 Table Enriched Gene Ontology (GO) terms of biological processes for rhythmic genes in wild-type differentially expressed in (A) *Cry2* knockouts and (B) *Clk* knockouts. (DOCX) Click here for additional data file.

S7 Table Enriched KEGG pathways for rhythmic genes in wild-type differentially expressed in (A) *Cry2* knockouts and (B) *Clk* knockouts. (DOCX) Click here for additional data file.

S8 Table Number of ATAC-seq peaks identified for individual and merged replicates in wild-type, *Clk* knockouts (KO) and *Cyc-like* mutants (mut) at ZT04 and at ZT16. R: biological replicate.
(DOCX) Click here for additional data file.

S9 Table Differential ATAC-seq peak analysis. Higher Tn5 integration depicts a Log2 fold-change > 0.3785 (fold-change > 1.3) and FDR < 0.05.
(DOCX) Click here for additional data file.

S10 Table RNA-seq summary for wild-type, *Cry2* knockouts, and *Clk* knockouts. R: biological replicate.
(DOCX) Click here for additional data file.

S1 Fig Validation of rhythmic gene expression of candidate genes by qRT-PCR. Diurnal expression of core clock genes (*top*) and a few other rhythmic candidate genes (*bottom*) in brains of wild-type monarchs entrained in 15:9 LD conditions. Values are mean ± SEM of six animals. Horizontal bars, day (white) and night (black). P-values, one-way ANOVA. *Per*, *period*; *Cry2*, *cryptochrome 2*; *Tim*, *timeless*; *Vri*, *vrille*; *Cwo*, *clockworkorange*; *AGBE*, *1*,*4-alpha-glucan branching enzyme*; *Tps1*, *trehalose-6-phosphate synthase*; *Eno*, *enolase*; *GOT1*, *glutamate oxaloacetate transaminase*; *GPCR*, *G-protein coupled receptor of unknown function*.
(TIF) Click here for additional data file.

S2 Fig Enriched Gene Ontology terms (GO) of biological processes (A) and KEGG pathways (B) of rhythmic genes. GO and KEGG pathways for genes with rhythmic expression levels in wild-type but differentially expressed in *Cry2* and *Clk* knockouts, identified by Metascape at *p* <0.01, are shown in red and blue, respectively.
(TIF) Click here for additional data file.

S3 Fig Temporal expression profiles of enzymes involved in key steps of the glycolysis, trehalose and glycogen metabolism pathways in brains of wild-type monarchs, *Cry2* knockouts and *Clk* knockouts entrained in 15:9 LD. For each gene and each genotype, two biological replicates are plotted consecutively. Black line: wild-type; red line: *Cry2* knockouts; blue line: *Clk* knockouts. mRNA expression levels are expressed in reads per kilobase of transcript per million reads mapped (RPKM). *Tret1*, *trehalose transporter* (*Tret1-1* and *Tret1-2*); *Tps1*, *trehalose-6-phosphate synthase*; *Pgi*, *phosphoglucose isomerase*; *Pfk-2/FBPase-2*, *6-phosphofructo-2-kinase/fructose 2*,*6 biphosphatase*; *Pfk-1*, *6-phosphofructokinase*; *Ald*, *aldolase*; *Tpi*, *triose phosphate isomerase*; *Gapdh2*, *glyceraldehyde 3 phosphate dehydrogenase 2*; *Pgk*, *phosphoglycerate kinase*; *Eno*, *enolase*; *Pdk*, *pyruvate dehydrogenase kinase*; *GlyS*, *glycogen synthase*; *AGBE*: *1*,*4-alpha-glucan branching enzyme*; *GlyP*, *glycogen phosphorylase; Pgm*, *phosphoglucose mutase*. *p*-values were obtained from *p*-values of the robust DODR [32] and corrected for multiple testing using the Benjamini-Hochberg method.
(TIF) Click here for additional data file.

S4 Fig Temporal expression profiles of genes encoding proteins involved in cholinergic (A), glutamatergic and GABAergic (B) neurotransmission, and GPCR signaling (C) in brains of wild-type monarchs, *Cry2* knockouts and *Clk* knockouts entrained in 15:9 LD. For each gene and each genotype, two biological replicates are plotted consecutively. Black line: wild-type; red line: *Cry2* knockouts; blue line: *Clk* knockouts. mRNA expression levels are expressed in reads per kilobase of transcript per million reads mapped (RPKM). *p*-values were obtained from *p*-values of the robust DODR [32] and corrected for multiple testing using the Benjamini-Hochberg method.
(TIF) Click here for additional data file.

S5 Fig Chromatin accessibility measured by ATAC-seq in brains of wild-type monarchs and monarchs impaired for clock function. A) Scatter plots showing the ATAC-seq signal correlation between biological replicates at ZT04 and at ZT16 in brains of wild-type, *Clk* knockout and *Cyc-like* mutant monarchs. B) Distribution of ATAC-seq peaks in the monarch genome (*left*) and within -1Kb of the transcription start site (TSS) and +1Kb of the transcription termination site (TTS) of rhythmic genes differentially regulated in *Clk* knockouts (*right*) in all genotypes at ZT04 and at ZT16.
(TIF) Click here for additional data file.

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S1 Table

**S1 Table.** Rhythmic genes identified by either RAIN or MetaCycle with adjusted *p*-value (adjP) ≤ 0.05 and fold-change (maximum/minimum expression values) ≥ 1.3.

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S3 Table

**S3 Table.** Rhythmic genes in wild-type differentially expressed in *Cry2* knockouts with adjusted *p*-value (adjP) ≤ 0.05 from robust DODR method.

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S4 Table

**S4 Table.** Rhythmic genes in wild-type differentially expressed in *Clk* knockouts with adjusted *p*-value (adjP) ≤ 0.05 from robust DODR method.

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S5 Table

**S5 Table.** Rhythmic genes in wild-type that are differentially expressed both in *Cry2* knockouts and *Clk* knockouts with adjusted *p*-value (adjP1 for wild-type vs. *Cry2* knockouts, and adjP2 for wild-type vs. *Clk* knockouts) ≤ 0.05 from robust DODR method.

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S6 Table

**S6 Table.** Enriched Gene Ontology (GO) terms of biological processes for rhythmic genes in wild-type differentially expressed in (A) *Cry2* knockouts and (B) *Clk* knockouts.

**A**

| **Biological processes** | **GO identifiers** | **p-value** | **-Log10 (p-value)** |
| --- | --- | --- | --- |
| Pyridine nucleotide metabolic process | GO:0019362 | 1.9377 x 10^-8^ | 7.713 |
| Transmembrane transport | GO:0055085 | 1.5151 x 10^-5^ | 4.820 |
| Carbohydrate biosynthetic process | GO:0016051 | 7.1458 x 10^-4^ | 3.146 |
| Ecdysteroid metabolic process | GO:0045455 | 8.0282 x 10^-4^ | 3.0954 |
| Oxidation-reduction process | GO:0055114 | 1.556 x 10^-3^ | 2.808 |
| Multicellular organism aging | GO:0010259 | 1.908 x 10^-3^ | 2.720 |
| Regulation of DNA binding | GO:0051101 | 2.376 x 10^-3^ | 2.624 |
| Positive regulation of small molecule metabolic process | GO:0062013 | 2.850 x 10^-3^ | 2.545 |
| Cellular aldehyde metabolic process | GO:0006081 | 3.960 x 10^-3^ | 2.402 |
| Ion transport | GO:0006811 | 4.367 x 10^-3^ | 2.360 |

**B**

| **Biological processes** | **GO identifiers** | **p-value** | **-Log10 (p-value)** |
| --- | --- | --- | --- |
| Glycolytic process | GO:0006096 | 6.297 x 10^-13^ | 12.201 |
| Glycogen biosynthetic process | GO:0005978 | 1.476 x 10^-5^ | 4.831 |
| Oxidation-reduction process | GO:0055114 | 1.055 x 10^-4^ | 3.977 |
| Cellular aldehyde metabolic process | GO:0006081 | 6.763 x 10^-4^ | 3.170 |
| Regulation of heart contraction | GO:0008016 | 1.443 x 10^-3^ | 2.841 |
| Transmembrane transport | GO:0055085 | 2.997 x 10^-3^ | 2.523 |
| Regulation of DNA binding | GO:0051101 | 4.748 x 10^-3^ | 2.323 |
| Cellular biogenic amine metabolic process | GO:0006576 | 7.829 x 10^-3^ | 2.106 |
| Multicellular organism aging | GO:0010259 | 8.446 x 10^-3^ | 2.073 |
| Developmental pigmentation | GO:0048066 | 9.667 x 10^-3^ | 2.015 |

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S7 Table

**S7 Table.** Enriched KEGG pathways for rhythmic genes in wild-type differentially expressed in (A) *Cry2* knockouts and (B) *Clk* knockouts.

**A**

| **KEGG pathways** | **KEGG identifiers** | **p-value** | **-Log10 (p-value)** |
| --- | --- | --- | --- |
| Biosynthesis of amino acids | dme01230 | 4.422 x 10^-7^ | 6.354 |
| Starch and sucrose metabolism | dme00500 | 1.302 x 10^-4^ | 3.885 |
| Pentose phosphate pathway | dme00030 | 2.132 x 10^-4^ | 3.671 |
| Circadian rhythm - fly | dme04711 | 2.628 x 10^-4^ | 3.580 |
| Fructose and mannose metabolism | dme00051 | 3.377 x 10^-3^ | 2.471 |

**B**

| **KEGG pathways** | **KEGG identifiers** | **p-value** | **-Log10 (p-value)** |
| --- | --- | --- | --- |
| Glycolysis (Embden-Meyerhof pathway), glucose => pyruvate | M00001 | 7.114 x 10^-12^ | 11.148 |
| Starch and sucrose metabolism | dme00500 | 5.054 x 10^-10^ | 9.296 |
| Pentose phosphate pathway | dme00030 | 1.535 x 10^-6^ | 5.814 |
| Circadian rhythm - fly | dme04711 | 5.404 x 10^-4^ | 3.267 |
| Fructose and mannose metabolism | dme00051 | 5.431 x 10^-4^ | 3.265 |
| Citrate cycle (TCA cycle) | dme00020 | 3.063 x 10^-3^ | 2.514 |
| Galactose metabolism | dme00052 | 5.674 x 10^-3^ | 2.246 |

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S8 Table — R: biological replicate.

**S8 Table.** Number of ATAC-seq peaks identified for individual and merged replicates in wild-type, *Clk* knockouts (KO) and *Cyc-like* mutants (mut) at ZT04 and at ZT16. R: biological replicate.

| **Individual replicate** | **Number of peaks** | **Merged replicates** | **Number of peaks** |
| --- | --- | --- | --- |
| WT ZT04 R1 | 23,357 | WT ZT04 R1 + R2 | 23,222 |
| WT ZT04 R2 | 25,683 |  |  |
| WT ZT16 R1 | 14,042 | WT ZT16 R1 + R2 | 13,555 |
| WT ZT16 R2 | 14,069 |  |  |
| *Clk* KO ZT04 R1 | 12,628 | *Clk* KO ZT04 R1 + R2 | 14,970 |
| *Clk* KO ZT04 R2 | 18,948 |  |  |
| *Clk* KO ZT16 R1 | 20,720 | *Clk* KO ZT16 R1 + R2 | 19,708 |
| *Clk* KO ZT16 R2 | 19,563 |  |  |
| *Cyc*-like mut ZT04 R1 | 21,295 | *Cyc*-like ZT04 R1 + R2 | 17,503 |
| *Cyc*-like mut ZT04 R2 | 16,304 |  |  |
| *Cyc*-like mut ZT16 R1 | 19,241 | *Cyc*-like ZT16 R1 + R2 | 16,736 |
| *Cyc*-like mut ZT16 R2 | 17,231 |  |  |

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S9 Table — Higher Tn5 integration depicts a Log2 fold-change > 0.3785 (fold-change > 1.3) and FDR < 0.05.

**S9 Table.** Differential ATAC-seq peak analysis. Higher Tn5 integration depicts a Log2 fold-change > 0.3785 (fold-change > 1.3) and FDR < 0.05.

|  |  | Genome-wide peaks (n = 26,867) | | Peaks in rhythmic genes differentially regulated in *Clk* KO (n = 339) | |
| --- | --- | --- | --- | --- | --- |
| A | B | Higher Tn5 integration in A | Higher Tn5 integration in B | Higher Tn5 integration in A | Higher Tn5 integration in B |
| WT ZT04 | WT ZT16 | 0 | 76 (0.283%) | 0 | 0 |
| WT ZT04 | *Clk* KO ZT04 | 33 (0.123%) | 170 (0.633%) | 1 (0.295%) | 2 (0.590%) |
| WT ZT04 | *Clk* KO ZT16 | 5 (0.019%) | 24 (0.089% | 0 | 0 |
| WT ZT04 | *Cyc-like* mut ZT04 | 0 | 22 (0.082%) | 0 | 0 |
| WT ZT04 | *Cyc-like* mut ZT16 | 2 (0.007%) | 98 (0.365%) | 0 | 1 (0.295%) |
| WT ZT16 | *Clk* KO ZT04 | 10 (0.037%) | 12 (0.045%) | 0 | 0 |
| WT ZT16 | *Clk* KO ZT16 | 41 (0.153%) | 4 (0.015%) | 1 (0.295%) | 0 |
| WT ZT16 | *Cyc-like* mut ZT04 | 2 (0.007%) | 14 (0.052%) | 0 | 0 |
| WT ZT16 | *Cyc-like* mut ZT16 | 10 (0.037%) | 32 (0.119%) | 0 | 0 |
| *Clk* KO ZT04 | *Clk* KO ZT16 | 3 (0.011%) | 2 (0.007%) | 0 | 0 |
| *Clk* KO ZT04 | *Cyc-like* mut ZT04 | 2 (0.007%) | 11 (0.041%) | 0 | 0 |
| *Clk* KO ZT04 | *Cyc-like* mut ZT16 | 1 (0.004%) | 2 (0.007%) | 0 | 0 |
| *Clk* KO ZT16 | *Cyc-like* mut ZT04 | 2 (0.007%) | 15 (0.056%) | 0 | 0 |
| *Clk* KO ZT16 | *Cyc-like* mut ZT16 | 1 (0.004%) | 16 (0.060%) | 0 | 0 |
| *Cyc-like* mut  ZT04 | *Cyc-like* mut ZT16 | 8 (0.030%) | 3 (0.011%) | 0 | 0 |

# Supplementary material for: Genome-wide discovery of the daily transcriptome, DNA regulatory elements and transcription factor occupancy in the monarch butterfly brain
**Source:** PLoS Genet. 2019 Jul 23;15(7):e1008265. doi: 10.1371/journal.pgen.1008265
**Supplement:** S10 Table — R: biological replicate.

**S10 Table.** RNA-seq summary for wild-type (WT), *Cry2* knockouts (KO), and *Clk* KO. 

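S10 Table gives, for each library, the reads sequenced, the reads mapped and the percentage mapped. From 7414155 to 12243585 reads were sequenced per library, with a median of 9588318. The deposited FPKM are scaled in proportion to the mapped reads, and reads that lie outside the annotated genes count toward that total.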

R: biological replicate.

| **Samples** | **Number of reads** | **Mapped reads** | **Mapping percentage** |
| --- | --- | --- | --- |
| WT ZT01 R1 | 8,329,736 | 7,474,898 | 89.7 |
| WT ZT01 R2 | 11,307,582 | 9,768,700 | 86.4 |
| WT ZT04 R1 | 8,308,713 | 7,353,942 | 88.5 |
| WT ZT04 R2 | 9,752,315 | 8,477,008 | 86.9 |
| WT ZT07 R1 | 7,489,482 | 6,551,179 | 87.5 |
| WT ZT07 R2 | 9,802,883 | 8,436,946 | 86.1 |
| WT ZT10 R1 | 8,292,323 | 7,183,739 | 86.6 |
| WT ZT10 R2 | 10,067,093 | 8,634,538 | 85.8 |
| WT ZT13 R1 | 7,414,155 | 6,488,395 | 87.5 |
| WT ZT13 R2 | 9,848,313 | 8,840,377 | 89.8 |
| WT ZT16 R1 | 8,373,408 | 7,151,758 | 85.4 |
| WT ZT16 R2 | 10,074,990 | 9,041,720 | 89.7 |
| WT ZT19 R1 | 8,023,590 | 6,893,871 | 85.9 |
| WT ZT19 R2 | 8,636,414 | 7,766,293 | 89.9 |
| WT ZT22 R1 | 8,279,696 | 7,136,863 | 86.2 |
| WT ZT22 R2 | 10,286,399 | 9,071,636 | 88.2 |
| *Cry2* KO ZT04 R1 | 9,987,045 | 8,914,479 | 89.3 |
| *Cry2* KO ZT04 R2 | 10,973,268 | 9,893,830 | 90.2 |
| *Cry2* KO ZT10 R1 | 8,139,974 | 7,361,729 | 90.4 |
| *Cry2* KO ZT10 R2 | 9,258,043 | 8,366,768 | 90.4 |
| *Cry2* KO ZT16 R1 | 8,498,634 | 7,617,395 | 89.6 |
| *Cry2* KO ZT16 R2 | 9,715,064 | 8,791,979 | 90.5 |
| *Cry2* KO ZT22 R1 | 7,918,255 | 7,194,359 | 90.9 |
| *Cry2* KO ZT22 R2 | 10,190,665 | 9,215,811 | 90.4 |
| *Clk* KO ZT04 R1 | 12,243,585 | 10,970,905 | 89.6 |
| *Clk* KO ZT04 R2 | 9,703,748 | 8,617,806 | 88.8 |
| *Clk* KO ZT10 R1 | 9,592,535 | 8,559,520 | 89.2 |
| *Clk* KO ZT10 R2 | 9,584,100 | 8,440,417 | 88.1 |
| *Clk* KO ZT16 R1 | 9,681,187 | 8,617,074 | 89.0 |
| *Clk* KO ZT16 R2 | 8,380,941 | 7,248,552 | 86.5 |
| *Clk* KO ZT22 R1 | 10,793,900 | 9,387,064 | 87.0 |
| *Clk* KO ZT22 R2 | 9,233,897 | 8,153,111 | 88.3 |
| **Average** | **9,318,185** | **8,238,208** | **88.4** |

How the deposited data were processed for this re-analysis (not part of the article)

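Brains of wild-type monarchs were sampled at 8 times of day in a cycle of 15 h of light and 9 h of darkness, and brains of *Cry2* and *Clk* knockouts at ZT4, ZT10, ZT16 and ZT22. Each of the 32 RNA-seq libraries, 2 per genotype and time, held RNA of 3 brains. The authors mapped the reads with TopHat2 to assembly v3 of the monarch genome and deposited FPKM per gene and library as given by Cufflinks, with a 95% interval. The methods call these values RPKM. Each library has its own values for 15130 genes, without a filter on low values. Reads taken from the interval were whole numbers for 78.9% of low values, a check that does not use the mapped reads of S10 Table. With those mapped reads, the length that reads and FPKM give was nearly the same across libraries for 99.4% of expressed genes. The FPKM are thus scaled in proportion to them. No 2 libraries held identical values.

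The files hold no counts, so that no count model was used. The reads behind a value were taken from the width of its interval, and effective lengths, from reads and FPKM, were obtained for 99.4% of the expressed genes. Reads on genes ranged from 2848069 to 4456322 per library, and the interval covers counting error alone. DPOGS214898, a locus too short for a stable effective length, made up 4.97% to 38.5% of the FPKM sum of a library from at most 207 reads. FPKM do not correct for it, and sums of FPKM were therefore not used as a scale.

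Samples were grouped by the genotype, time and replicate number in their labels, where replicate 1 is given as male and replicate 2 as female. Matched pairs and the replicate block rest on these replicate numbers. Whether libraries of a number were handled together was not stated in the parts of the paper that were searched.

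Expressed genes had an FPKM of at least 3 in at least 1 wild-type library. Rhythms were fitted on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 as a cosine and a sine of a 24-h period (moderated F test with an intensity trend, Benjamini-Hochberg adjustment over 10412 genes), and called at an adjusted p-value of 0.05 or less and a maximum/minimum FPKM of at least 1.3. Differential rhythmicity was the genotype-by-harmonic interaction over 16 wild-type and 8 knockout libraries, adjusted within the 431 genes of S1 Table. Levels were compared over 8 wild-type and 8 knockout libraries with time as a factor, and the replicate series over 32 libraries with genotype-by-time as a factor. RAIN, MetaCycle and DODR were not installed, and rank tests in the manner of RAIN (umbrella) and JTK (cosine) were written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6), with 1000000 permutations over the 16 wild-type libraries. Correlations had 100000 permutations over 16 libraries and exact permutation within 8. Figures were drawn with matplotlib 3.10.9.

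The tests were tried on simulated data with the spread of the deposited values and 200 changed genes. Recovery of a rhythm of 1 log2 unit from peak to trough was 78.0% with 16 libraries and 14.0% with 8. A loss of such a rhythm was recovered in 69.0% of genes, a change in level by 1 log2 unit in 93.0%, and a difference between replicate series in 97.5%.

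The comparisons, their alternatives and the rule for the named genes were set down before the data were examined. Added later were 6 alternatives, several tests of explanations, which the closing parts name as chosen after the results were seen, and the numeric limits of some of those tests. Alternatives were a pseudocount of 0.1, other filters on low values, quantile normalization and median-of-ratios scaling between libraries, the replicate block, other tests, fewer times, and each library left out in turn. The named genes were those the paper names in its RNA-seq results with an identifier (27 genes), the 2 genes with the largest rise and the 2 with the largest fall in each comparison of levels among genes with the same direction in every pair, and rhythmic genes outside S1 Table, of which there were 0.

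The paper's ATAC and quantitative PCR experiments and its enrichment of functional terms were not analysed here. *Clk*, *Bmal1*, *Cry1* and *Pdp1* have no identifier in the text or tables that pairs them with the deposited values, and were left out. Gene names other than those the paper gives were not assigned, since the gene table at hand holds none of the identifiers of the files.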

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

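Of the tests in this part, those of wild-type ZT22 replicate 2, of the reads on genes in the knockouts, of a mixed or mislabelled *Cry2* knockout library, and of scaffolds were chosen only after the results were seen.

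In groups of 4 to 8 libraries, a library was singled out when its distance to the nearest of the others exceeded the 95% critical value of Dixon's test, which chance passes in about 1 of 20 groups. This held for 6 of 20 groups of library measures, where chance gives 1, for 3 of 54 groups of the named genes in knockouts, where chance gives 2.7, and for 7 of 19 groups of the genes that differ between the replicate series, where chance would give 0.95. In 5 of these 7 the other libraries of the group all had 0 FPKM, so that any read singles out a library and the chance rate does not apply. For the named genes this is near what chance gives. Their values were *Vri* with an FPKM of 24.0 in *Clk* knockout ZT22 replicate 2, *AChE* with 191 in *Cry2* knockout ZT16 replicate 2 and *GOT1* with 71.4 in *Clk* knockout ZT4 replicate 1.

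Among the 8 wild-type replicate 2 libraries, that of ZT22 had the lowest mean correlation with the other libraries (0.911, the next 0.942), the highest share of mapped reads on genes (49.1%, the next 44.1%) and the lowest share of the FPKM sum in its top gene (4.97%, the next 25.2%). It held the highest or lowest wild-type value of 60.5% of the expressed genes outside S1 Table. Low depth does not account for it, since it ranked 15 of 16 in mapped reads, counted from the fewest. Its mean correlation was still the lowest without the 100 genes of highest FPKM (0.901, the others from 0.935). Removal of the smooth trend with effective length changed it from 0.913 to 0.916 (the others from 0.945), so that this trend accounts for little of the gap, and other forms of length bias were not tested. Genes that differ between the replicate series, chosen on the knockouts, put it 14.5% of the way from replicate 2 to replicate 1, on 5 genes. This is above the other replicate 2 libraries (-5.83% to 7.79%) but far below replicate 1 (83.96% and above). A swapped replicate number thus does not account for it, and a mixed sample was not tested for this library. The 5 clock genes differed between the ZT22 replicates by a root mean square of 0.56 log2 units, against 0.10 to 0.31 at the other times, and all expressed genes by 0.84, against 0.58 to 0.62. A library that stands apart for any reason would give such gaps, so they do not bear on its time label. Over all expressed genes its distance to the nearest of the 14 wild-type libraries of other times was 0.75 (ZT4 replicate 2), above the largest between replicates of those times (0.62), so a sample of another of these times does not by itself account for the library standing apart. Over the clock genes the nearest was ZT19 replicate 1 at 0.43, also above the replicates (0.31). As 4 of the 14 were nearer in the clock genes than ZT22 replicate 1 was, the time label itself was not settled. A different composition of the RNA or library was not tested, and the design gives no biological explanation to test.

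*Clk* knockout ZT4 replicate 1 had the lowest share of mapped reads on genes of its genotype (32.3%, the next 39.3%), and its median gene lay -0.35 log2 units from the wild-type mean (the next -0.12). The log2 ratio of its share of reads on genes to that of the other libraries, -0.43, was near its shift from their median, -0.34. Reads on genes were taken from the same FPKM and their intervals, so lower values bring a lower share with them. The share and the shift restate each other, and their closeness tests no cause. Whether the other reads came from introns, from unannotated transcripts or from DNA was not tested. In *Cry2* knockout ZT10 replicate 1 the top gene held 25.0% of the FPKM sum (the next 32.1%). The effective length of this gene is unstable, and no explanation of its value in this library was tested.

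Between the replicate series, which the paper does not compare in its RNA-seq data, 372 genes differed in level (limma, 32 libraries), 234 higher in replicate 2 and 138 higher in replicate 1, and only the real labels, 1 of 100 ways of assigning them within pairs, gave as many. The labels give the series as male and female, so sex may account for the difference, but a difference in the handling of the series would follow the same split, and how many of the genes differ for either reason was not tested. The genes shared scaffolds more often than chance. Among genes higher in replicate 1, 850 pairs lay on the same scaffold, and 0 of 10000 random lists matched on expression had as many (median 46, highest 109). DPSCF300001 held 34 of these genes, out of 314 expressed genes there, and DPSCF300012 held 17, out of 64. Among genes higher in replicate 2 there were 296 pairs, above the highest of 10000 lists, 278, and DPSCF300001 again held the most genes, 17. The random lists were matched on expression only, and not on whether neighbouring genes vary together. The pair counts thus argue against chance placement, mainly for the genes higher in replicate 1, and do not decide between sex and handling. The chromosomes of these scaffolds are not given by the files.

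*Cry2* knockout ZT22 replicate 2 had intermediate values of genes that are nearly absent from one of the series. DPOGS212555 and DPOGS203943, with 0 FPKM in the other replicate 2 libraries of its genotype, had 3.49 and 0.901 (5 reads each), and DPOGS213736 had 2.88, below the 4.57 to 4.83 of the other 3. Other values of this kind were smaller. DPOGS213736 had 0.069 in *Clk* knockout ZT10 replicate 1 and 0.091 in wild-type ZT13 replicate 1, and DPOGS209204 had 0.447 in *Cry2* knockout ZT22 replicate 1. DPOGS212555 had 13.997 in wild-type ZT4 replicate 1, which is not intermediate. It lies above the 4.48 to 8.61 of the other wild-type replicate 1 libraries. A mixed sample was tested on 16 genes chosen on the other genotypes. The 12 higher in replicate 2 lay 15.9% of the way from replicate 2 to replicate 1, where the other libraries of the series overlap (up to 49.1% in replicate 2 and from 44.1% in replicate 1), while the 4 higher in replicate 1 lay at 67.6% on the same scale, between the series (up to 18.5% in replicate 2 and from 88.1% in replicate 1). All 16 genes together lay at 36.2%, above the highest of the other replicate 2 libraries (28.7%) and below the lowest replicate 1 library (60.1%), so a swapped label does not account for it. The 4 genes and all 16 together thus put the library between the series, and the 12 genes, for which the series overlap, do not. The pattern cannot be told apart from a mixed sample. This is the last of 3 forms of the test. The first, on genes chosen in part on libraries of the same genotype, which draws positions to the middle, had put the library between the series in both directions. With genes chosen on the other genotypes this held in only 1 direction, and the overlap of the series was taken into account after those values had been seen. No biological explanation was tested.

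In level, which the paper describes for clock genes, 990 genes differed in *Cry2* knockouts (109 higher and 881 lower) and 360 in *Clk* knockouts (52 higher and 308 lower). Of 100 ways of swapping genotype labels within matched pairs, 1, the real one, gave as many in each knockout. With median-of-ratios scaling 61.6% of the called genes were lower in *Cry2* knockouts, in place of 89.0%. In *Clk* knockouts 58.8% were lower, in place of 85.6%. This scaling centres each library and evens out the directions whatever the reason. The excess of lower genes in either knockout thus cannot be told apart from fewer mapped reads on genes in these libraries. That scaling still called 549 genes for *Cry2* and 294 for *Clk* knockouts, so the share of reads on genes does not account for every difference. Other differences between the strains were not tested.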

How the results depend on the processing

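All values in this part follow from alternatives planned in advance, except the combinations of p-values by Fisher's method and the phase of the genes called here under other scalings, which were chosen only after the result was seen. Where no reason is given for a change, the cause was not tested.

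The count of wild-type rhythmic genes, 84, stayed between 66 and 97 with a pseudocount of 0.1, other filters, quantile normalization, median-of-ratios scaling, robust moderation, time-point means, the cosine rank test and the replicate block (97). Replicate 1 alone gave 2 genes and replicate 2 alone 1. The umbrella rank test gave 42 genes and the smaller p-value of the umbrella and cosine tests 52. Combining the p-values of the cosine rank test and the ordinary harmonic F test by Fisher's method gave 359 genes, and 282 when the smaller of that and the umbrella p-value was taken. These tests use the same values, so their p-values are not independent. With 20 regroupings of the times, the form that gave 282 made a median of 3.5 calls and at most 22, and the other form was not regrouped. Across the 16 fits that each left out a library, counts ran from 56 to 174, the highest without ZT22 replicate 2.

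Within 8 libraries per genotype at the 4 shared times, 0 genes were rhythmic in wild-type, 0 in *Cry2* knockouts and 1 in *Clk* knockouts (350, 467 and 782 at an unadjusted p-value under 0.05). A pseudocount of 0.1 gave 3, 3 and 4 genes. The replicate block gave 0 genes in each (443, 450 and 1118 unadjusted). The deviations of same-numbered replicates of different groups had a mean correlation of 0.0347. Counts ran from 0 to 1, from 0 to 3 and from 0 to 4 with each library left out. With 8 libraries, 14.0% of simulated rhythms of 1 log2 unit were recovered, so most weaker rhythms would be missed, and a difference between the genotypes in these counts was not tested.

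For differential rhythmicity, the 79 genes in *Cry2* and 126 in *Clk* knockouts became 22 and 19 with only the 4 shared wild-type times, and 0 and 57 on ranks within each gene (104 and 146 unadjusted). With the 84 genes called here in place of S1 Table, 62 and 65 passed. Leaving out each of 24 libraries gave 57 to 142 and 84 to 167 genes. Other alternatives stayed within 1.5 times of the counts. In the test on genes chosen at other times, 17 and 16 genes became 36 and 25 without wild-type ZT22.

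Genes differing in level in *Cry2* knockouts numbered 990, with 582 after quantile normalization and 549 after median-of-ratios scaling. Both scalings move the medians of *Cry2* knockout ZT4 replicate 1 and ZT16 replicate 2 by 0.11 log2 units. Whether these shifts account for the change in count was not tested. Leaving out each library gave 624 to 1623 genes in *Cry2* and 156 to 521 in *Clk* knockouts, and the replicate block gave 1076 and 439. The 372 genes that differ between the replicate series became 119 in wild-type alone and 37 in the knockouts alone.

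Pearson's r between *AChE* and the choline transporter ran from -0.618 to -0.216 with each library left out, and passed the threshold without ZT22 replicate 2. The span of peak times of the 16 glucose genes ran from 9.42 to 10.6 h. The correlation of *Pfk-2/FBPase-2* and *Pdk*, and the early phase of the genes in the paper's *Clk* list, kept their direction and side of the threshold in each alternative run. Apart from a run on lists made here, the phase runs kept the paper's lists and only refitted wild-type phases or changed the window. They could not show whether low values of knockout libraries shaped those lists. The early phase of the genes called here did not hold in every setting. Of genes called for *Clk* knockouts alone, 74.7% peaked between ZT0 and ZT7.5, against 42.9% after median-of-ratios scaling and 50.0% after quantile normalization, where the difference from genes called for *Cry2* knockouts alone no longer passed the threshold.

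The interaction of *Tret1-1* with genotype in *Clk* knockouts, which never passed the threshold, changed direction without *Clk* knockout ZT10 replicate 1 (0.083 log2 units) and without ZT22 replicate 2 of that genotype (0.14), and its size ran from 0.083 to 1.39 log2 units over the 24 fits, with about 7.5 reads per library at the median. Among the named genes, 10 of 108 tests of rhythm under other settings changed (6 weaker, 4 stronger), and 36 of 432 with a library left out (26 weaker, 10 stronger). For differential rhythmicity 10 of 162 changed (2 weaker, 8 stronger), and 62 of 1296 with a library left out (36 weaker, 24 stronger, 2 reversed). Positions of clock genes moved by more than the spread of the libraries in 9 of 20 values under other settings and in 7 of 160 with a library left out. The umbrella test was run for rhythms only, and not for differences between genotypes.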

Differences from the paper's values

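The combination of p-values by Fisher's method, the cosine rank test of single genes, and the overlap of both knockouts under other scalings and without a library, were chosen only after the values were seen. The alternatives otherwise named here were set before the data were examined.

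The paper reports 431 rhythmic genes in wild-type, and harmonic regression gave 84. None of the alternatives set before the data were examined closed the gap, the nearest being 174 genes without ZT22 replicate 2. Fisher's combination of the p-values of the cosine rank and ordinary harmonic tests alone, chosen after seeing the values, gave 359 genes, which is within 1.5 times of the paper's count. The smaller p-value of that combination and the umbrella test, also chosen after seeing the values, gave 282, which is not. As a percentage of expressed genes the paper's value is about 4% and that of harmonic regression 0.807%.

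The paper's count of rhythmic genes affected in *Cry2* knockouts is 126, and the interaction test gave 79. Quantile normalization (102), median-of-ratios scaling (94), the replicate block (95) and leaving out wild-type ZT22 replicate 2 (142) brought the values within 1.5 times of each other. The other alternatives, among them a pseudocount of 0.1 (78), the 4 shared times (22), 3 genotypes in the fit (61), ranks (0, with 104 unadjusted), the ordinary F test (81) and the genes called here (62), did not, nor did leaving out any other single library. The replicate block rests on the replicate numbers, whose pairing check gave a mean correlation of 0.0347, and without it the count is 79.

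For *Clk* knockouts the paper's count is 163 and the interaction test gave 126, within 1.5 times of each other. The scalings that bring the *Cry2* count nearer move this one out of that range, to 93 (quantile normalization) and 87 (median-of-ratios scaling). So did the 4 shared times (19), ranks (57), the genes called here (65), and leaving out *Clk* knockout ZT4 replicate 1 (84) or ZT16 replicate 2 (102).

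The paper's overlap of both knockouts is 72 genes, and the tests here gave 47. Quantile normalization (57) and median-of-ratios scaling (52), applied to the overlap only after seeing the values, brought it within 1.5 times of the paper's. Leaving out *Clk* knockout ZT4 replicate 1 (45), also applied to it after seeing the values, did not, and the overlap was not computed under the other alternatives.

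The paper describes the rhythmic clock genes, *Cry2* among them, as constitutively low in *Clk* knockouts, and the mean level of *Cry2* there was not distinguishable from wild-type (log2 change -0.16, adjusted p = 0.351 from limma, lower in 6 of 8 pairs). That test does not address closeness to the wild-type trough. *Cry2* lay there at 20.05% of the way from the lowest to the highest wild-type time-point mean, with a fitted range of 0.19 log2 units. *AChE* is described as cycling in antiphase to the choline transporter, and here Pearson's r was -0.277 (permutation p = 0.303). It depended on wild-type ZT22 replicate 2, without which r was -0.618.

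The 27 named genes are all rhythmic in the paper, and harmonic regression called 14. The others had adjusted p-values of 0.0512 (*GABAR*), 0.0556 (*Tps1*), 0.0638 (*Pfk-2/FBPase-2*), 0.103 (*GlyP*), 0.165 (*Pgm*), 0.187 (*AChE*), 0.205 (*GlyS*), 0.259 (*Pdk*), 0.274 (*EaaT2*), 0.333 (*Tpi*), 0.448 (*Pgk*), 0.611 (*Gapdh2*) and 0.818 (*Ald*). Of the named genes that the paper lists as affected in *Cry2* knockouts, those not called here had 0.0650 (*AChE*), 0.0723 (*Pgm*), 0.0781 (*Pfk-2/FBPase-2*), 0.0989 (*Tps1*), 0.103 (*GlyP*), 0.108 (*Pfk-1*), 0.111 (*Tpi*), 0.125 (*EaaT2*), 0.126 (*AGBE*), 0.151 (*Pgk*), 0.184 (*Tret1-1*) and 0.341 (*Gapdh2*). Of those listed for *Clk* knockouts, they were 0.0635 (*EaaT2*), 0.0767 (*Pfk-2/FBPase-2*), 0.0994 (*Tpi*), 0.137 (*Gapdh2*), 0.197 (*Ald*) and 0.215 (*Pgk*). *Cry2* is not in the paper's list for *Clk* knockouts and was called here (adjusted p = 0.0443). Some of these calls depend on the setting. Without ZT22 replicate 2, 22 of the 27 genes were called rhythmic. Quantile normalization brought *Tps1* (0.0170), *Pfk-2/FBPase-2* (0.0315) and *GlyP* (0.0071) under the threshold for rhythm. For *Cry2* knockouts it brought *Tps1*, *Pfk-1*, *Pfk-2/FBPase-2* (0.0395 each), *GlyP* (0.0087) and *Pgm* (0.0313) under the threshold. It did the same there for *Pgi* (0.0093, against 0.0637 without it), which the paper does not list for *Cry2* knockouts. It took *Pdk* (0.0721) and *GlyS* (0.133) above the threshold for *Clk* knockouts. The cosine rank test, applied to single genes only after the values were seen, called *GABAR* (0.0121), *Tps1* (0.0303), *GlyP* (0.0118) and *EaaT2* (0.0476), and did not call *Tret1-1* (0.0774), *AGBE* (0.118) and *Cwo* (0.183). The replicate block, whose values without it are given above, brought *GABAR* (0.0240) under the threshold for rhythm, *AChE* (0.0418) under that for *Cry2* and *Tpi* (0.0498) under that for *Clk* knockouts.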

Other observations

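Of the tests in this part, those of combined p-values and of wild-type ZT22 replicate 2 for the difference in the number of rhythmic genes, of the phase of the called genes under other scalings and without a library, and of rhythms and knockout effects between the replicate series were chosen only after the results were seen.

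With times regrouped within the replicate series, only the real times, 1 of 100 groupings, gave 84 or more rhythmic genes, and the others gave at most 1. For differential rhythmicity, 3 of 100 swaps of genotype within matched pairs, the real one among them, gave 79 or more genes for *Cry2* knockouts (highest 99), and 1 of 100 gave 126 or more for *Clk* knockouts (highest of the others 114). No difference in rhythm between the replicate series of wild-type passed, with 0 genes after adjustment (317 unadjusted), a count that 100 of 100 swaps of the replicate labels within times reach, as any must when the real count is 0. For a different effect of a knockout on level in the 2 series, 0 genes passed in *Cry2* knockouts (712 unadjusted, 6.84% of genes) and 0 in *Clk* knockouts (1076 unadjusted, 10.3%), again reached by 100 of 100 swaps in each. With 8 libraries per series, or 4 per series and genotype, these counts do not show that the series are alike. The smallest adjusted p-value, 0.0510 for DPOGS206559 in *Clk* knockouts (difference 2.43, standard error 0.30, limma), did not pass.

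Choosing rhythmic genes on the libraries that are then compared may raise the number of differentially rhythmic genes. Genes chosen at other times gave 43.6% of the count in *Cry2* knockouts (17 against 39) and 80.0% in *Clk* knockouts (16 against 20), against a limit of 50% set for the explanation. The percentages were 45.7% and 62.5% with a pseudocount of 0.1, 55.6% and 38.6% after quantile normalization, 36.0% and 29.8% without wild-type ZT22, and 41.8% and 52.3% at an unadjusted p-value under 0.05. In each knockout they fall on both sides of the limit, so that the share due to the choice of genes is not settled. In both knockouts genes remained after the choice was made on other libraries.

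The early peaks among genes called for *Clk* knockouts may partly come from low values of *Clk* knockout libraries at ZT4. After median-of-ratios scaling, applied to these peaks only for this test, 47.4% of the excess between ZT0 and ZT7.5 over the 431 genes was left. Without *Clk* knockout ZT4 replicate 1 it was 66.4%. The difference between genes called for *Clk* alone and for *Cry2* alone had a two-sided Fisher's exact p of 1.2e-11 on the deposited values, 0.111 after quantile normalization, 0.0517 after median-of-ratios scaling and 3.0e-05 without that library. The part of the excess that is left was not accounted for by this explanation.

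The larger number of rhythmic genes in S1 Table could come from combining p-values of tests on the same values. The combination gave 282 genes, under the 287 that would put it within 1.5 times of 431, and leaving out wild-type ZT22 replicate 2 gave 174. Neither reaches the limit set for the explanation. The combination without the umbrella test, run only after these counts had been seen, gave 359 and does reach it, so that the explanation depends on the form of the combination.

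Genes with the largest changes in level among those with the same direction in every pair, none of which the paper's text names, were DPOGS203178 (log2 change 1.94, standard error 0.19, adjusted p = 1.2e-04 from limma, higher in 8 of 8 pairs) and DPOGS202554 (1.92, about 2 reads per library) among those higher in *Cry2* knockouts, and DPOGS209541 (-2.63) and DPOGS213313 (-4.79, about 1 read per library and an effective length of 1.01 nt) among those lower. In *Clk* knockouts they were DPOGS203409 (2.32, adjusted p = 1.1e-07) and DPOGS213824 (1.86), both higher, and DPOGS202606 (-2.65) and DPOGS210829 (-2.60), both lower. Between the replicate series they were DPOGS213736 (2.36, adjusted p = 2.9e-12, higher in replicate 2 in 16 of 16 pairs) and DPOGS209204 (2.26), and DPOGS212555 (-2.75) and DPOGS203943 (-1.68), which were higher in replicate 1. Few reads lie behind DPOGS212555 (about 7 per library at the median), DPOGS209204 (11) and DPOGS203943 (11.9).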
